# Activity-Dependent Regulation of Alternative Cleavage and Polyadenylation During Hippocampal Long-Term Potentiation

**DOI:** 10.1038/s41598-017-17407-w

**Published:** 2017-12-12

**Authors:** Mariana M. Fontes, Aysegul Guvenek, Riki Kawaguchi, Dinghai Zheng, Alden Huang, Victoria M. Ho, Patrick B. Chen, Xiaochuan Liu, Thomas J. O’Dell, Giovanni Coppola, Bin Tian, Kelsey C. Martin

## Abstract

Long-lasting forms of synaptic plasticity that underlie learning and memory require new transcription and translation for their persistence. The remarkable polarity and compartmentalization of neurons raises questions about the spatial and temporal regulation of gene expression within neurons. Alternative cleavage and polyadenylation (APA) generates mRNA isoforms with different 3′ untranslated regions (3′UTRs) and/or coding sequences. Changes in the 3′UTR composition of mRNAs can alter gene expression by regulating transcript localization, stability and/or translation, while changes in the coding sequences lead to mRNAs encoding distinct proteins. Using specialized 3′ end deep sequencing methods, we undertook a comprehensive analysis of APA following induction of long-term potentiation (LTP) of mouse hippocampal CA3-CA1 synapses. We identified extensive LTP-induced APA changes, including a general trend of 3′UTR shortening and activation of intronic APA isoforms. Comparison with transcriptome profiling indicated that most APA regulatory events were uncoupled from changes in transcript abundance. We further show that specific APA regulatory events can impact expression of two molecules with known functions during LTP, including 3′UTR APA of *Notch1* and intronic APA of *Creb1*. Together, our results reveal that activity-dependent APA provides an important layer of gene regulation during learning and memory.

## Introduction

Long-term potentiation (LTP) is a form of synaptic plasticity that corresponds to a long-lasting increase in synaptic transmission in response to specific patterns of neuronal firing or activity, and underlies learning and memory^1,2^. The early-phase of LTP (E-LTP) is independent of new gene expression while the late-phase of LTP (L-LTP), which lasts several hours to days, requires new transcription and translation^3–6^.

Pre-mRNA cleavage and polyadenylation (C/P) is a nearly universal 3′ end processing mechanism for protein-coding genes in eukaryotes, and is coupled to transcription termination^7^. C/P consists of an endonucleolytic cleavage of pre-mRNAs followed by the synthesis of a polyadenosine tail, and is carried out by the C/P complex, which contains over 20 factors and many associated factors^8^. The site for C/P, known as polyA site (PAS), is defined by upstream and downstream cis regulatory elements, the most prominent of which is the A[A/U]UAAA element located upstream of the PAS^9–11^.

Most mammalian genes contain multiple PASs that yield multiple mRNA isoforms^12–14^. While the majority of alternative PASs are located within the 3′-most exon and lead to changes in 3′UTR lengths, a sizable fraction of PASs are located in introns and control the selection of alternative terminal exons, affecting both coding sequences (CDSs) and 3′UTRs^12^. A growing number of mechanisms have been found to regulate APA, including core C/P factors^15,16^, splicing factors^15,17^, and RNA-binding proteins that interact with sequence motifs near the PAS^18^.

Several tissues exhibit unique patterns of APA regulation^19–21^. For example, distal PASs tend to be selected in the brain, leading to preferential expression of mRNAs with long 3′UTRs^22–26^. Since the 3′UTR contains binding motifs for RNA-binding proteins and miRNA target sites, alteration of 3′UTR length offers an effective means to modulate gene expression by controlling aspects of mRNA metabolism, such as stability and translation^10,27–29^.

In keeping with the preferential expression of distal PAS isoforms in neurons, 3′UTRs play a particularly important role in compartmentalized gene expression by directing the localization and regulated translation of mRNAs within dendrites and axons and at synapses^30–33^. RNA sequencing of the synaptic neuropil in mouse hippocampus identified over 2,000 axonally and dendritically localized mRNAs^34^. Localization of mRNAs in neurons often depends on specific cis-acting elements within the 3′UTR^35,36^. Interestingly, Taliaferro *et al*. found that transcripts using distal alternative last exons tended to be localized to neurites^37^. In addition, several studies have reported APA regulation following neuronal activation. An early microarray analysis found that a set of genes expressed truncated mRNAs through APA in cultured rat neuronal hippocampal cells following chronic potassium chloride depolarization^38^. It was suggested that the APA events may couple with transcriptional regulation through MEF2^38^. Using Rat PC12 and mouse MN-1 neurons, Berg *et al*. showed that activity-induced APA changes were recapitulated by functional inhibition of U1 snRNP^17^, a complex that is involved not only in 5′ splice site recognition but also in the inhibition of premature usage of PAS^15,17,39^. The authors suggested that shortage of U1 snRNP during transcriptional upregulation following neuronal activation may lead to activation of proximal PAS.

Here, using deep sequencing of 3′ ends of transcripts, we systematically characterized APA regulation following LTP induction in acute mouse hippocampal slices. We examined both 3′UTR APA and intronic APA events at different time points post LTP, and analyzed the interplay between APA and gene expression regulation. Our study reveals global shortening of 3′UTR and activation of intronic APA, in line with previous reports. However, APA events are largely uncoupled from gene expression changes, and constitute a distinct layer of gene regulation during LTP.

## Results

We were interested in understanding whether and how APA, a widespread pre-mRNA processing mechanism, plays a role in LTP. To this end, we perfused acute hippocampal mini-slices with forskolin and high concentrations of calcium and potassium to induce chemical LTP (cLTP). This form of LTP depends on bursting of CA3 neurons and produces a long-lasting, NMDAR-dependent plasticity that requires new transcription and translation^40,41^. We extracted RNA from hippocampal mini-slices 1 (1 hr) and 3 hours (3 hr) post LTP induction (Fig. 1a), collecting time-matched controls from the same animals (Fig. 1a, see Materials and Methods^40,41^. Reverse transcription-quantitative PCR (RT-qPCR) analysis of the immediate early gene *Arc* as well as the short and long intronic APA *H* *omer1* isoforms confirmed their regulation after LTP induction, as previously reported^42,43^.

**Figure 1:**
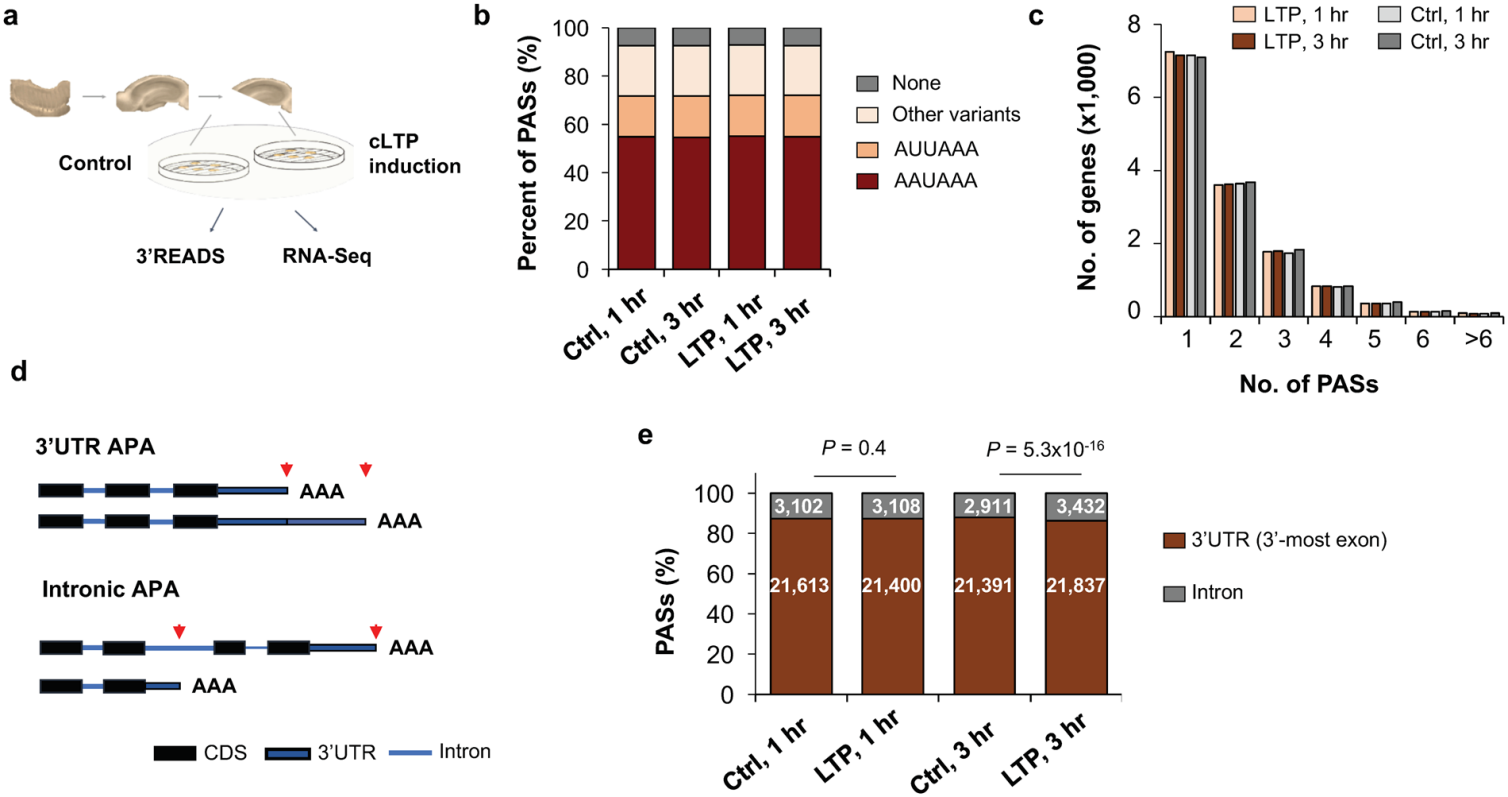
Analysis of APA in LTP. (**a**) Experimental design. RNAs from chemical LTP (cLTP)-induced and time-matched control hippocampal slices were subjected to 3′READS+ analysis to examine APA, or RNA-seq for gene expression. (**b**) Distribution of the A[A/U]UAA element in identified poly(A) sites (PASs). Percentage of PASs associated with either AAUAAA, AUUAAA, other variants of A[A/U]UAAA, or not associated with any A[A/U]UAAA element are shown for each sample group. (**c**) Number of PASs identified per gene. Genes with only one PAS have the highest frequency and the majority of genes displayed APA in the hippocampal samples analyzed. (**d**) Diagram showing 3′UTR APA (top) and intronic APA (bottom). 3′UTR APA isoforms have alternative 3′ UTRs resulting from the choice of different PASs in the 3′UTR. Two PASs are shown, i.e., proximal PAS and distal PAS. Intronic APA isoforms have different 3′UTRs as well as coding sequences (CDS). (**e**) Distribution of PASs in different regions of the mRNA: 3′UTR (in 3′-most exon only) vs. upstream intron. Change of PAS distribution during LTP is observed 3 hr post LTP induction. Number of PAS in each region is specified in each bar. P-values (Binomial test) indicate difference in fractions of 3′UTR PASs and intronic PASs in LTP vs. control samples.

To determine APA profiles after LTP induction, we subjected RNA samples to 3′READS, a method we previously developed to specifically study the 3′ end of transcripts^44^ (see Materials and Methods). After exclusion of outlier samples (Fig. S1), we obtained >10 million (M) PAS-containing reads per sample and identified 24,908 PASs in 13,445 genes, including 294 non-coding RNA genes. About 55% of identified PASs were associated with AAUAAA, 17% with AUUAAA, 20% with other close variants, and ~8% with no identifiable A[A/U]UAAA or their close variants in the −40 to −1 nt region of the PAS (Fig. 1b). These values were comparable at 1 hr and 3 hr, for both control and LTP samples. We note that a higher percentage of PASs were associated with the AAUAAA hexamer in our RNA samples than the 42% previously reported in the mouse genome^12^, presumably because APA transcripts in brain preferentially use distal PASs^4,22,24–26^, which are more frequently associated with AAUAAA than proximal PASs^13^.

Approximately half of all detected protein-coding genes used 2 or more PASs, with no significant difference in the number of PASs per gene between control and LTP samples (Fig. 1c). As shown in Fig. 1e, most PASs (>85%) were found in the 3′UTR of the 3′-most exon, with less than 15% of PASs located in introns. Notably, we observed a small but significant (3,432 vs. 2,911, *P* = 5.3 × 10^−16^, Binomial test) global increase in the number of detected intronic PASs 3 hr post LTP, suggesting upregulation of intronic PAS usage following LTP induction (see below for more analysis). By contrast, no significant difference was detected 1 hr post LTP.

### LTP induces global shortening of 3′UTRs

We next focused on 3′UTR APA events and asked whether there was a global change in 3′UTR length after LTP induction. To simplify our analysis, we focused on the two most abundant 3′UTR APA isoforms, named proximal and distal PASs based on their relative positions in the 3′UTR (Fig. 2a), and compared their relative expression changes in LTP-induced vs. control samples. While similar numbers of genes displayed 3′UTR shortening and lengthening after 1 hr of LTP induction (72 vs. 88, Fig. 2b), a bias toward 3′UTR shortening was detected 3 hr post LTP induction (203 vs. 77, Fig. 2c). Notably, the genes that displayed 3′UTR changes 3 hr after LTP induction were largely distinct from those with 3′UTR changes 1 hr after LTP induction (Fig. 2d).

**Figure 2:**
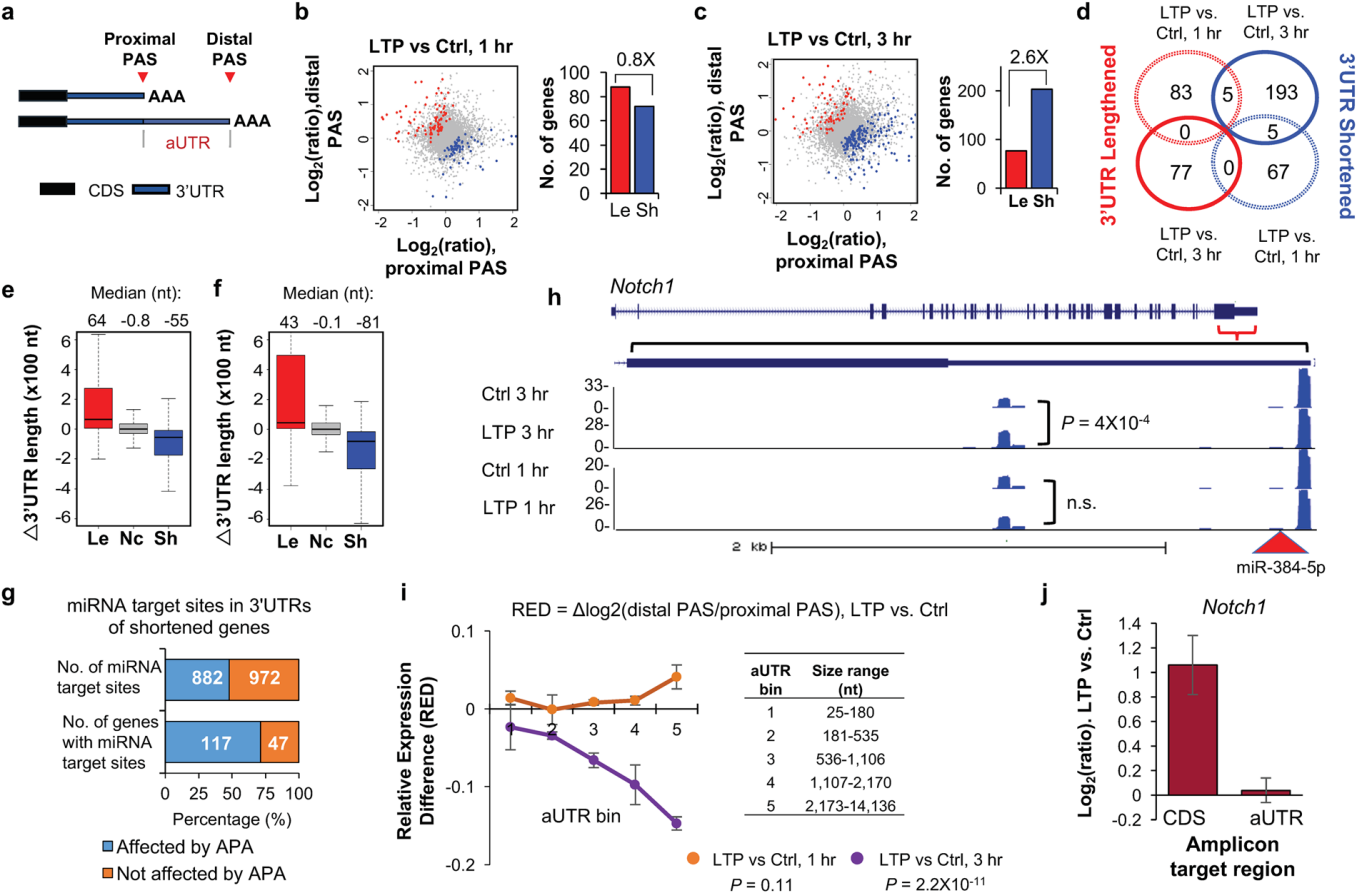
Regulation of 3′UTR APA after LTP induction. (**a**) Schematic of 3′UTR APA. (**b**) 3′UTR APA regulation after 1 hr LTP induction. Left, Scatterplot comparing expression changes of proximal and distal PASs after 1 hr LTP induction. Genes that significantly switched to proximal PAS usage are in blue and those that switched to distal PAS usage are in red (P < 0.05, DEXSeq, and relative abundance change >5%). Grey dots are genes without significant APA regulation. Right, bar graph comparing the number of genes with lengthened or shortened 3′UTRs (Le and Sh, respectively). (**c**) As in (**b**), 3 hr post LTP induction. (**d**) Venn diagram comparing genes with significant 3′UTR regulation 1 hr post LTP induction and 3 hr post LTP induction. (**e**) 3′UTR length change in 1 hr post LTP induction. Genes with 3′UTRs significantly shortened (blue), lengthened (red), or unchanged (grey) are shown. 3′UTR size was based on weighted mean of all 3′UTR isoforms. Median values are indicated on the top. (**f**) As in (**e**), except that data are based on 3 hr post LTP induction. (**g**) Effect of 3′UTR shortening on miRNA targeting. Number of miRNA target sites that are removed (882) or not removed (972) by 3′UTR shortening is indicated in the upper bar, and number of genes that contain removed (117) or not removed (47) miRNA target sites by 3′UTR shortening are indicated in lower bar. (**h**) An example gene *Notch1*, which displayed 3′UTR shortening after LTP. UCSC genome browser tracks of 3′READS data are shown. Gene structure and 3′UTR sequence are indicated on top. Peaks from two polyA sites indicate reads for corresponding APA isoforms. miR-384-5p target site is indicated. Reads are based on combined samples. (**i**) Relationship between aUTR size and 3′UTR-APA regulation at 1 hr or 3 hr post LTP induction. Relative expression difference (RED) was calculated for all genes with APA sites. The formula of RED is indicated above the graph. Genes were divided into five groups (aUTR bins, listed on the right) based on aUTR size, with approximately equal number of genes in each bin. For each bin, mean RED was calculated. Error bars are standard error of mean (SEM). P-value (Wilcoxon rank sum test) indicates the difference between bin 1 and bin 5. (**j**) RT-qPCR validation of *Notch1* APA regulation. Two different primer sets were used to detect the expression of a common coding region (left bar) and a region in the alternative 3′UTR (right bar). Error bars are SEM of 4 replicates.

To measure the extent of 3′UTR length change elicited by LTP, we divided genes into groups with lengthened 3′UTRs, unchanged 3′UTRs or shortened 3′UTRs, and calculated their average difference in 3′UTR length. At 1 hr, both lengthened and shortened 3′UTR genes underwent mild changes in 3′UTR length (median = 64 nucleotides (nt) and 55 nt, respectively, Fig. 2e). By contrast, at 3 hr, while genes with lengthened 3′UTRs displayed a mild change of 3′UTR length (median = 43 nt), genes with shortened 3′UTRs showed a more pronounced 3′UTR length change (median = 81 nt) (Fig. 2f).

3′UTR length changes have previously been shown to alter miRNA targeting^45,46^. We next set out to globally identify miRNA target sites that would be affected by 3′ UTR shortening 3 hr after LTP induction. Of the 164 genes that displayed both 3′UTR shortening and contained miRNA target sites (based on the TargetScan database), 117 had their miRNA target sites (882 sites in total) removed by 3′UTR shortening (Fig. 2g). Thus, 3′UTR shortening could potentially play an important role in modulating miRNA regulation following LTP induction. An example gene, *Notch1*, is shown in Fig. 2h, displayed significant 3′UTR shortening in the 3 hr samples (*P* = 4 × 10^−4^, Fig. 2e), but not in the 1 hr samples. The Notch1 protein has been reported to be critical for hippocampal synaptic plasticity and memory formation^47,48^. Interestingly, we found a target site for miR-384-5p between the proximal and distal PASs of *Notch1* (Fig. 2h), a miRNA whose downregulation was shown to be required for the maintenance of LTP^49^. Thus, shortening of *Notch1* 3′UTR after LTP induction could help de-repress *Notch1* expression by miR-384-5p, contributing to LTP maintenance. RT-qPCR analysis using primer sets targeting a common coding region and a region that exists only in the long 3′UTR isoform confirmed increased *Notch1* gene expression and relatively higher expression of short 3′UTR isoform compared to long 3′UTR isoform (Fig. 2j).

Previous studies in other systems have indicated that the distance between two 3′UTR PASs, also known as alternative 3′UTR (aUTR) size (Fig. 2a), often correlates with the extent of 3′UTR APA^15^, a phenomenon likely attributable to competition between the two adjacent PASs for usage. We thus divided genes with 3′UTR-APA regulation at 1 hr or 3 hr post-LTP into five groups based on their aUTR sizes (aUTR bins 1–5) and asked whether the difference in the relative expression of two APA isoforms between LTP and control samples (relative expression difference, RED) was a function of aUTR size. The mean RED values shown in Fig. 2i revealed that genes with longer aUTRs underwent significantly greater 3′UTR shortening 3 hr post-LTP as compared to 1 hr (gene bin 1 vs gene bin 5 comparison at 3 hr: p-value = 2.2 × 10^−11^, Wilcoxon rank sum test). Together, these results indicate that LTP drives a general shortening of 3′UTR 3 hr post LTP induction, especially in transcripts with long aUTRs.

### 3′UTR regulation and changes in transcript abundance

Gene ontology analysis of genes with 3′UTR shortening indicated that genes with diverse functions are affected by this mechanism (Table S3). We next asked whether there was any correlation between LTP-induced 3′UTR changes and LTP-induced changes in transcript abundance. To obtain high resolution gene expression data, we performed RNA-seq from a separate set of acute mouse hippocampal mini-slices 1 hr or 3 hr after LTP induction, with time-matched controls from the same animals. To prevent 3′UTR changes from influencing gene expression analysis, we used only RNA-seq reads mapping to the coding region of genes (see Materials and Methods for details). We identified 79 and 1,029 genes that were significantly differentially expressed at 1 hr and 3 hr time points (fold change >1.2, FDR <0.1, DEseq) (Fig. 3a and b). At both time points, upregulated genes outnumbered downregulated ones (77 vs. 2 at 1 hr; 907 vs. 122 at 3 hr, Fig. 3c), indicating that LTP primarily elicits activation of gene expression^42^. Notably, most genes regulated at 1 hr were also regulated at 3 hr (Fig. 3d), indicating continuous activation of expression. The top differentially expressed (DE) genes we identified are consistent with previous studies^50–52^, including upregulation of *Gadd45g*, *Egr2*, *c-Fos*, *Arc* and *Npas4* (Table 1). Notably, gene expression changes based on RNA-seq were well correlated with those based on 3′READS (r = 0.81 and r = 0.78 for significantly regulated genes at 1 hr and 3 hr, respectively, Figure S2), attesting to the quality of our sequencing data.

**Figure 3:**
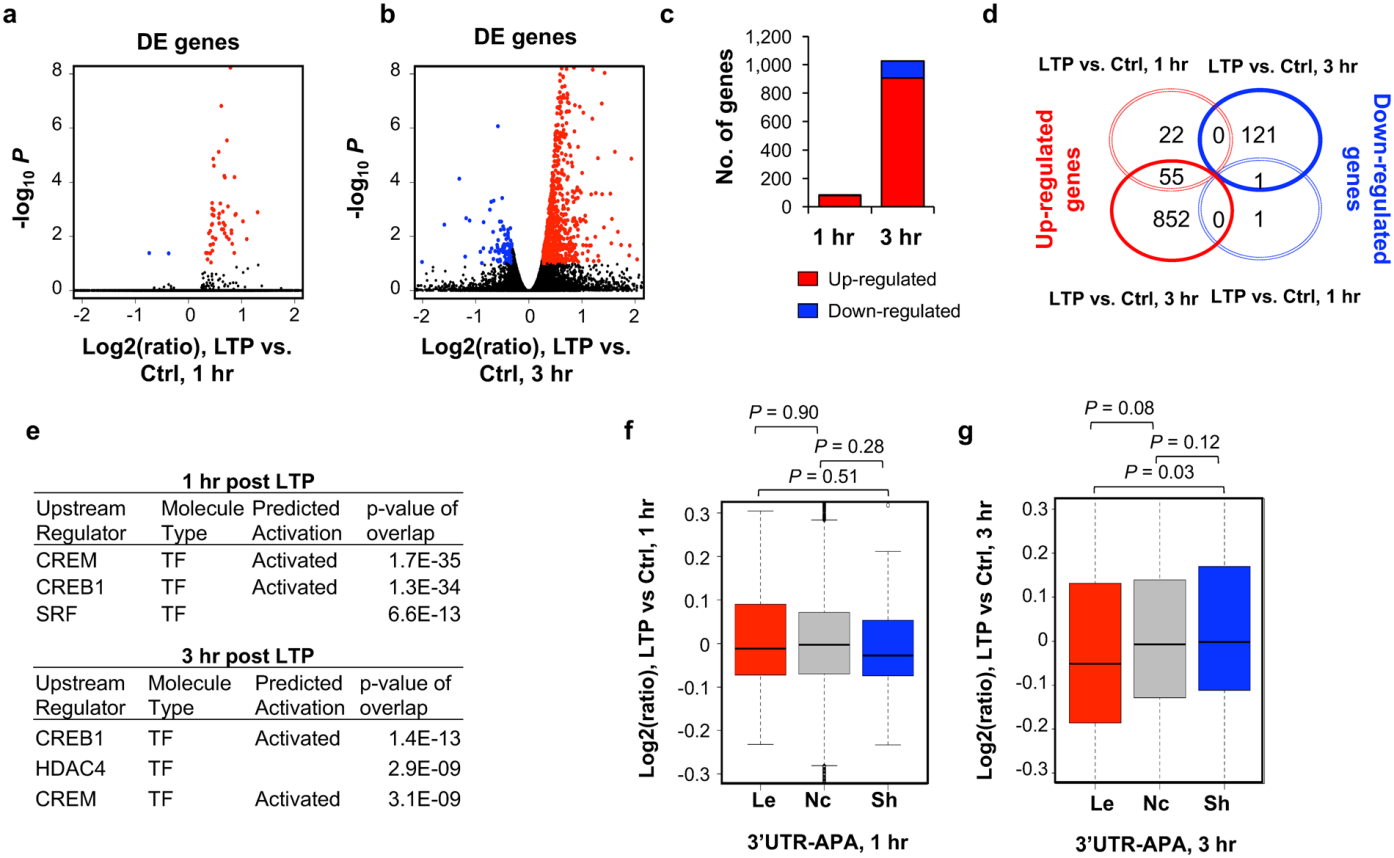
Regulation of gene expression after LTP induction. Differentially expressed (DE) genes 1 hr (**a**) or 3 hr (**b**) post LTP induction, as determined by RNA-seq. X-axis, log2(ratio) of gene expression (LTP vs Control); Y- axis, −log_10_ *P* (DESeq). DE genes were selected based on expression change >20% and FDR <0.1. Genes with upregulated expression are highlighted in red and those with downregulated expression in blue. Black dots represent genes without significant regulation. (**c**) Bar graph summarizing DE genes shown in (**a**) and (**b**). (**d**) Venn diagram comparing DE genes at 1 hr LTP and 3 hr LTP. (**e**) IPA upstream regulator analysis for significantly regulated genes. This data is generated through the use of Ingenuity Pathways Analysis, a web-delivered application (www.Ingenuity.com). (**f**) and (**g**) Gene expression regulation vs. LTP-induced 3′UTR-APA regulation. Box plots showing the log2(ratio) of gene expression, LTP vs. Ctrl, for genes with 3′UTR lengthened (Le), shortened (Sh) or no change (Nc) at 1 hr (**f**) or 3 hr (**g**) post LTP induction. Only genes with significant 3′UTR APA regulation (those from Fig. 2) were included. P-values (Wilcoxon rank sum test) indicate difference between gene groups.

**Table 1:** Top 25 differentially expressed (DE) genes at 1 hr and 3 hr post LTP induction.

**DE genes 1 hr post LTP**			**DE genes 3 hr post LTP**		
**Gene**	**Log2(ratio)**	**FDR**	**Gene**	**Log2(ratio)**	**FDR**
*Btg2*	2.4	2.5E-99	*Rasl11a*	2	2.7E-86
*Egr2*	2.3	2.1E-80	*Fos*	1.5	2.4E-64
*Fos*	1.9	3.5E-70	*Tinf2*	1.6	1.1E-51
*Nr4a1*	1.6	8.8E-66	*Arc*	1.2	2.1E-42
*Arc*	1.8	1.3E-47	*Cyr61*	1.8	1.4E-41
*Dusp6*	1.0	3.9E-27	*Txndc11*	1.1	2.9E-32
*Gadd45g*	1.3	1.4E-26	*Sik1*	1.3	7.7E-32
*Npas4*	2.6	2.7E-22	*Thbs1*	1.8	2.3E-31
*Dusp1*	1.3	3.3E-19	*Gem*	1.1	4.9E-26
*Trib1*	1.3	2.2E-18	*Btg2*	1.2	3.7E-25
*Ppp1r15a*	1.0	1.0E-17	*Pax6*	1.1	1.3E-22
*Errfi1*	0.8	2.6E-17	*Gadd45g*	1.0	1.3E-21
*Egr1*	1.3	7.7E-16	*Il6*	1.2	8.1E-20
*Nr4a2*	0.9	1.0E-15	*Kmt2d*	0.8	2.0E-19
*Arl4d*	1.1	4.3E-15	*Trh*	2.1	3.4E-19
*Sik1*	1.0	3.9E-14	*Rtl1*	0.8	1.6E-17
*Fosb*	1.4	1.0E-13	*Ppp1r3g*	1.4	7.7E-16
*Rgs4*	0.7	1.8E-13	*Grin2b*	0.7	1.3E-15
*Egr4*	2.1	7.8E-13	*Rnf217*	0.9	6.2E-14
*Ciart*	0.9	3.4E-12	*Ccnl1*	0.7	7.1E-13
*Cyr61*	0.8	4.3E-10	*Nfkb1*	0.7	1.1E-12
*Csrnp1*	0.7	4.3E-10	*Nfil3*	0.8	1.1E-12
*Thbs1*	0.9	7.7E-10	*Sipa1l3*	0.9	2.2E-12
*Junb*	1.7	9.0E-10	*Nr4a2*	1.0	8.0E-12
*Ptgs2*	0.9	1.7E-09	*Iqsec2*	0.7	8.0E-12

Log_2_(ratio) and FDR (DESeq). FDR was based on multiple testing adjustment using the Benjamini-Hochberg method.

GO analysis of DE genes after LTP induction revealed several shared terms at 1 hr and 3 hr, including those related to signaling (“signal transduction” and “single organism signaling”), metabolic process (“positive regulation of metabolic process” and “negative regulation of macromolecule metabolic process”, “nucleic acid metabolic process”), and nucleus (“nucleus”, Table 2). Additionally, DE genes at 1 hr were enriched in “tissue development” and “transcription factor complex” (Table 2). At 3 hr, DE genes were also enriched in “neuron projection development” and “excitatory synapse” (Table 2). Thus, GO terms do not appear to overlap with those associated with genes showing 3′UTR shortening (Table S3). In addition, Ingenuity Pathway Analysis (IPA) identified a set of transcription factors (TFs) that are predicted to regulate genes with expression changes post LTP (Fig. 3e), including CREM, CREB1, and HDAC4, which is consistent with the notion that CREB proteins play key roles in memory and synaptic plasticity, and facilitate the late phase of LTP^53–55^. By contrast, no significant TFs were predicted to be associated with genes showing 3′UTR shortening (data not shown). Taken together, both GO and IPA analysis results indicate that transcriptional regulation and APA may target different sets of genes.

**Table 2:** GO terms enriched for upregulated and downregulated genes 1 hr or 3 hr post LTP induction.

**GO term**	**Category**	**−Log**_**10**_ ***P***
**Enriched for DE genes, 1 hr post LTP**		
positive regulation of metabolic process	BP	16.3
negative regulation of macromolecule metabolic process	BP	12.1
tissue development	BP	10.6
signal transduction	BP	8.8
nucleic acid metabolic process	BP	8.6
nucleus	CC	8.4
transcription factor complex	CC	4.0
protein phosphatase type 1 complex	CC	3.0
**Enriched for DE genes, 3 hr post LTP**		
neuron projection development	BP	7.5
single organism signaling	BP	7.3
regulation of nucleic acid-templated transcription	BP	5.9
negative regulation of macromolecule metabolic process	BP	5.5
positive regulation of metabolic process	BP	5.5
neuron part	CC	8.6
excitatory synapse	CC	4.6
nucleus	CC	3.9

BP, biological process; CC, cellular component. *P* is based on the Fisher’s exact test.

To specifically address the interplay between 3′UTR-APA change and gene expression regulation, we analyzed the mRNA expression fold change of genes with significantly shortened and lengthened 3′UTR isoforms (P < 0.05, DEXSeq and relative abundance change of APA isoform >5%). There was no discernable correlation between gene expression change and 3′UTR-APA regulation at 1 hr post LTP (Fig. 3f). At 3 hr post LTP, while genes with lengthened 3′UTRs appeared to be modestly downregulated as compared to genes with shortened or unchanged 3′UTRs (P = 0.03 or P = 0.08, respectively, Wilcoxon test, Fig. 3g), there was no discernable difference between genes without 3′UTR APA changes and those with shortened 3′UTRs (P = 0.12, Wilcoxon test, Fig. 3g). Therefore, alteration of 3′UTR length is largely uncoupled from gene expression changes.

### Widespread activation of intronic APA during LTP

About 12% of APA sites identified in our samples were located in introns (Fig. 1e), which can impact coding sequence usage. We next tested the significance of the LTP-induced regulation of intronic APA usage. We combined all isoforms using PASs in RefSeq-supported introns and compared their expression with all transcripts using PASs in the 3′-most exon (Fig. 4a). We detected a modest difference at 1 hr between genes with activated intronic APA and genes with repressed intronic APA (33 vs. 28, Fig. 4b). However, at 3 hr post LTP, genes with activated intronic APA significantly outnumbered those with repressed intronic PAS by 2.8-fold (78 vs. 27, Fig. 4c). These data indicate that LTP induces not only a general shortening of 3′UTR but also triggers an overall transcript truncation through increased usage of intronic PASs. In addition, the genes with intronic APA regulation at 1 hr differed from those with intronic APA regulation at 3 hr (Fig. 4d).

**Figure 4:**
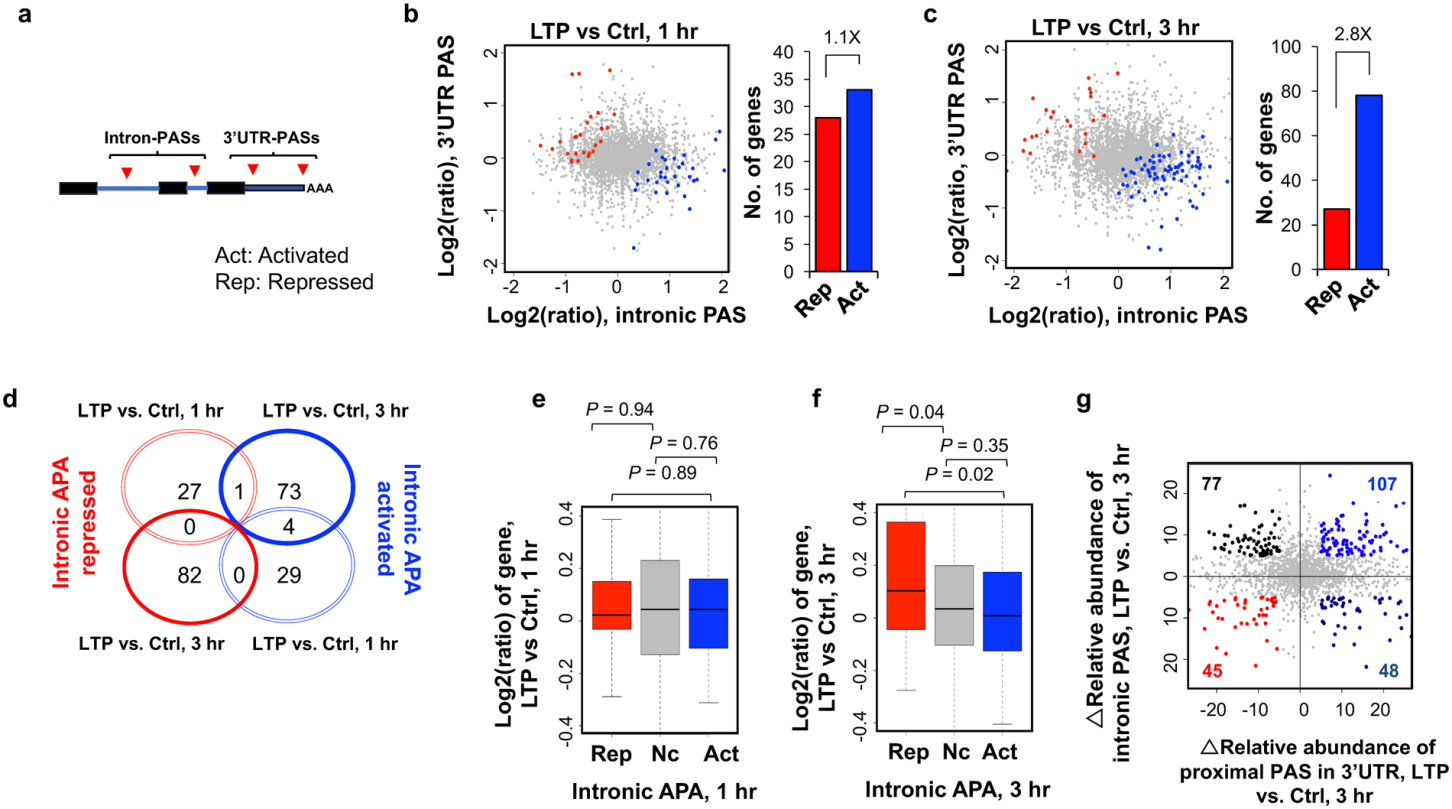
Regulation of intronic APA after LTP induction. (**a**) Schematic of intronic APA analysis. Intronic PASs were compared with 3′UTR-PASs. (**b**) and (**c**) Left, scatterplot comparing expression change (LTP vs. control) of intronic PASs (x-axis) and 3′UTR PASs (y-axis). Genes with significantly activated intronic PAS usage are shown in blue (Act) and those with significantly repressed intronic PAS usage in red (Rep) (p < 0.05, DEXSeq and relative abundance change >5%). Grey dots represent genes without significant regulation (Nc). Right, bar graph showing the number of genes with activated or repressed intronic APA. (**d**) Venn diagram comparing genes with CDS-APA regulation at 1 hr post LTP and 3 hr post LTP. Genes correspond to those in (**b**) and (**c**). (**e**) and (**f**), Box plot showing the log_2_ratio (LTP/Ctrl) of genes with intronic PAS activation or intronic PAS repression, 1 hr (**e**) or 3 hr (**f**) post LTP induction. Genes with significant intronic APA regulation are those from (**b**) or (**c**). P-values (Wilcoxon rank sum test) indicate the difference between groups. (**g**) Scatterplot comparing 3′UTR APA regulation (x-axis) and intronic APA regulation (y-axis) at 3 hr post LTP induction. Δ relative abundance for 3′UTR APA is based on the two 3′UTR PASs with most reads, as in Fig. 2, and Δ relative abundance for intronic APA is based on all intronic PAS reads vs. all 3′UTR PAS reads. Genes with intronic APA and/or 3′UTR APA change (>5% relative abundance) are highlighted with different colors based on the type of change.

We then asked whether intronic APA is related to gene expression level changes. At the 1 hr post LTP time-point, gene expression changes appeared to be unrelated to intronic APA regulation (Fig. 4e). By contrast, at 3 hr post LTP, genes with repressed intronic APA tended to be upregulated relative to genes without APA regulation or with activated intronic APA (P = 0.04 or 0.02, respectively, Wilcoxon rank sum test, Fig. 4f). However, genes with activated intronic APA, which accounted for most of the APA events, did not show significant difference in expression compared to genes without intronic APA changes (P = 0.35, Wilcoxon rank sum test). Therefore, intronic activation of APA is not coupled with activation of gene expression. GO analysis did not reveal any terms highly significantly enriched for genes with activated intronic APA (Table S4), indicating that intronic APA regulation, unlike transcriptional control, is not specific for genes with certain functions.

We next examined how intronic APA was related to 3′UTR-APA. Using the 3 hr post-LTP data, we identified 107 genes with both shortened 3′UTRs and activated intronic APA, a number greater than genes with shortened 3′UTRs and repressed intronic APA (48), lengthened 3′UTRs and activated intronic APA (77) or lengthened 3′UTRs and repressed intronic APA (45) (Fig. 4g). This result indicates that, for a group of genes, 3′UTR shortening is coupled with activation of intronic APA. Presumably, for those genes, proximal PASs are generally preferred regardless of the location, in the 3′-most exon or in an intron.

Previous studies have shown that intronic APA events regulated by certain factors, such as U1 snRNP (U1)^17^ and RNA polymerase II associated factor (PAF) complex^56^, display a 5′ to 3′ polarity, i.e., more regulation at the 5′ end than the 3′ end. By dividing intronic PAS isoforms into 5 groups based on the intron locations of their PASs, i.e., first intron (+1), second (+2), last (−1), second to last (−2), and middle (between +2 and −2 introns), we found that PASs located in the 5′-most intron (+1) indeed had the highest increase in usage as compared to those in the 3′-most intron 3 hr post LTP (*P* = 0.008, Wilcoxon rank sum test). By contrast, no such trend was discernable with the 1 hr APA events (Fig. 5a). This result suggests that a regulatory mechanism similar to U1 and PAF complex, which specifically impacts 5′ intronic PASs, takes place 3 hr post LTP (see Discussion).

**Figure 5:**
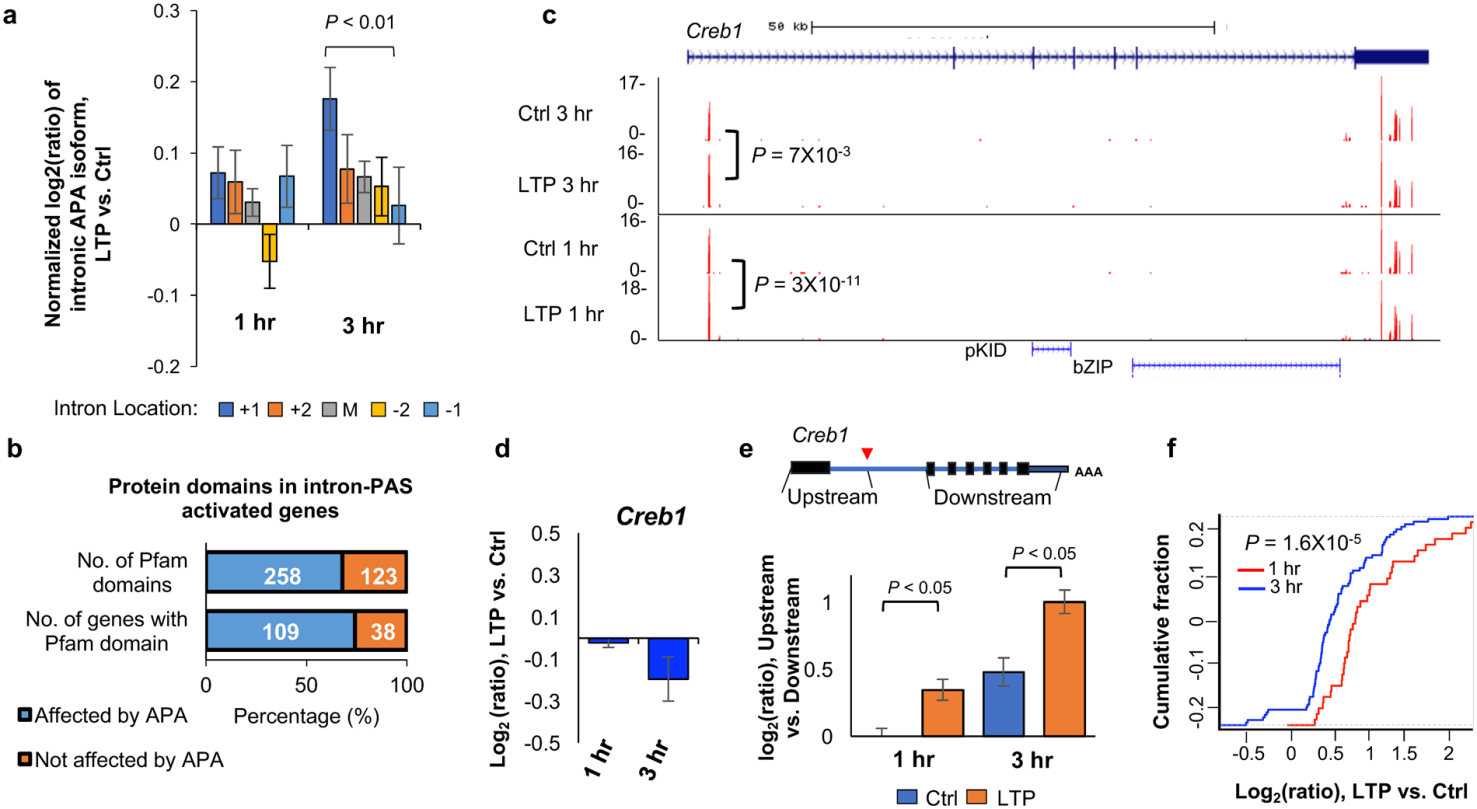
Characteristics of intronic APA after LTP induction. (**a**) Normalized expression changes of intronic PAS isoforms. Intronic PAS isoforms were divided into five groups based on the intron location where PAS resides, i.e., first (+1), second (+2), last (−1), second to last (−2), and middle (between +2 and −2 introns). Expression changes are expressed as log2(ratio), LTP vs. Ctrl. Only genes with ≥4 introns and only PAS isoforms with ≥2 reads were used for analysis. Values for five intron groups were normalized by mean-centering. Error bars are standard error of mean. P-value (Wilcoxon rank sum test) indicating difference between first and last intron values is shown. (**b**) Protein domains that can potentially be removed or truncated by intronic PAS activation. Number of pfam domains that can be removed or not removed by intronic APA is indicated in the upper bar, and number of genes that contain domains removed or not removed by intronic PAS activation is indicated in the lower bar. (**c**) An example gene *Creb1*, which displayed significant intronic PAS activation. Gene structure is shown on top and peaks for PASs are shown in UCSC genome browser tracks. P-values based on comparison of intronic PAS and 3′UTR PAS (DEXSeq) are indicated. Pfam domains are indicated. Reads are acquired by combining samples. (**d**) Gene expression change of *Creb1* after LTP. (**e**) Expression changes based on RNA-seq reads mapped to different regions of *Creb1*. Schematic of *Creb1* is shown on the top, and log2(ratio) from indicated region is shown in a bar plot. Two regions were analyzed, including the region from transcription start site to the intronic PAS, and the region from the second to the last exons. (**f**) Gene expression changes (LTP vs. Ctrl) of CREB1 target genes obtained from the IPA database. The blue curve corresponds to 81 target genes in the 3 hr post LTP samples, whereas the red corresponds to 37 target genes in the 1 hr post LTP samples.

To further explore the consequences of intronic APA activation following LTP induction, we examined protein domains that could be removed or truncated through shortening of coding regions. Of the 147 genes that showed significant intronic PAS activation and contained Pfam-annotated domains, 109 could lose their protein domains (258 domains in total) as a result of intronic APA activation (Fig. 5b). One of the most significantly regulated genes by intronic APA was *Creb1*, whose intronic PAS increased both 1 hr and 3 hr post LTP inductions (Fig. 5c). The regulated intronic PAS is located at the 5′ end of the first intron (Fig. 5c), usage of which could remove much of the protein sequence of *Creb1*, including two key domains—the phosphorylated kinase-inducible-domain (pKID) and basic leucine zipper domain (bZIP) (Fig. 5c). Since *Creb1* plays a central role in transcriptional activation of many genes during LTP, as previously shown^57,58^ and predicted by our IPA analysis in this study (Fig. 3e), we hypothesized that activation of its intronic APA may function to inhibit *Creb1* expression, blunting its role in transcriptional activation. Indeed, using the RNA-seq data, we found that while *Creb1* mRNA appeared unchanged 1 hr post LTP, it was slightly downregulated 3 hr post LTP (Fig. 5d). Importantly, downregulation of *Creb1* mRNA mainly occurred to exons downstream of the intronic PAS but not to the first exon (Fig. 5e), suggesting that downregulation of *Creb1* mRNA level occurred through the usage of intronic PAS. Consistent with repressed *Creb1* expression, upregulation of *Creb1* target genes was decreased 3 hr post LTP as compared to 1 hr post LTP (*P* = 1.6 × 10^−5^, Fig. 5f). Notably, the intronic PAS of *Creb1* is conserved in human and rat based on PolyA_DB^59^, highlighting its functional importance. Taken together, intronic APA of Creb1 may play an important role in downregulation of its gene expression, controlling the extent and/or timing of the Creb1-mediated gene expression program.

## Discussion

Regulation of transcription and protein synthesis is critical during L-LTP^49,60–64^, and post-transcriptional gene regulation is key to the development and function of neural circuits^35,65,66^. mRNA isoform changes through APA represent a widespread, although poorly understood, mechanism in eukaryotes. APA may play a special regulatory role in the nervous system, because neuronal transcripts generally have long 3′UTRs^21,24^ and sequence motifs in 3′UTRs contribute to both spatial and temporal control of gene expression during neuronal plasticity^36^. Inspired by studies indicating activity-dependent regulation of APA in neurons^17,38^, we undertook a genome-wide approach to systematically examine activity-dependent APA regulation following LTP induction in mouse hippocampal slices. With a specialized 3′ end-based sequencing method, 3′READS, we uncovered a global trend of 3′UTR shortening and activation of intronic APA 3 hr post LTP, a time point that also involves substantial transcriptional changes. By contrast, the global APA regulation was not discernable 1hr post LTP, when only a small number of genes have expression changes. Thus, it is possible that regulation of PAS usage, a co-transcriptional process, is globally coupled with transcriptional regulation. On the other hand, for individual genes, we did not observe coupling between 3′UTR shortening or activation of intronic PASs with regulation of gene expression.

### Comparison with previous studies

The APA regulation following LTP induction detected in our study is consistent with a previous microarray study done in cultured rat hippocampal neurons that reported significant transcript truncation following KCl depolarization^38^. Of note, our stimulation protocol induced Hebbian synaptic plasticity^41^, while the 1 hr or 6 hr of continuous KCl depolarization in cultured neurons likely produced homeostatic plasticity^67^. Despite this difference, 10 of the 29 genes undergoing APA regulation (34.5%, 30 predicted-only genes from Flavell *et al*., 2008 were excluded) following KCl depolarization also underwent APA regulation after LTP induction in hippocampal slices, suggesting a common mechanism of APA regulation during homeostatic and Hebbian plasticity. Our high-resolution genome-wide approach provides additional insights into APA regulation during plasticity by expanding the catalog of genes with activity-dependent APA changes from a total of 59 in Flavell *et al*. (2008) to over 1,100 genes (Fig. 1f). Our study further provides a comprehensive characterization of the two different types of APA regulation, 3′UTR APA and intronic APA, which could not be dissected using microarrays or traditional RNA-seq. Notably, we also performed the same experiments using PAS-Seq, another 3′ end-based sequencing method^68^. However, due to high variance of read counts across samples and within genes, we could not identify significantly regulated APA isoforms following LTP induction (data not shown), attesting to the technical advantage of using 3′READS in analysis of APA.

### Potential mechanisms

The molecular mechanism(s) underlying activity-dependent APA regulation during LTP remain largely unclear. Global shortening of 3′UTRs and activation of intronic APA sites have been observed in proliferating cells compared to quiescent ones^45^. Cancer cells, undifferentiated cells and cells at early developmental stages display similar patterns^46,68,69^. The mechanisms underlying proliferation-based APA are largely unknown, although higher expression levels of C/P factors and thus increased general C/P activity have been suggested to be responsible for more efficient 3′ end processing at proximal PASs^69,70^. While we did not observe increased expression of C/P factors at the RNA level post LTP (Fig. S3a), the C/P factor gene *Wdr33* did appear to be regulated by APA (Fig. S3b), raising the possibility that regulation of certain C/P factors may lead to the global APA changes observed in this study. In addition, we cannot rule out the possibility that some of the C/P factors might be regulated post-translationally and have altered activities post LTP.

The Dreyfuss lab reported that a shortage of U1 snRNP (U1) relative to the pre-mRNA abundance caused subdued inhibition of cleavage/polyadenylation by U1^17^ and, consequently, activation of proximal PASs in introns and 3′UTRs. Indeed, using our previous 3′READS data from mouse C2C12 myoblast cells^15^, we found that the expression of intronic APA isoform of *Creb1* increased by 3.7-fold when U1 was functionally inhibited by an antisense oligo to U1 snRNA (Fig. S5a). Global activation of proximal PASs in 3′UTRs and introns has also been reported in cells with reduced expression of the PAF complex^56^, which plays a role in promoter-proximal pausing and transcriptional elongation^71,72^. We also re-analyzed our previous data of knockdown of Paf1, one of the subunits of PAF complex, in C2C12 cells. Interestingly, intronic APA of *Creb1* increased by 7.8-fold when Paf1 was knocked down (Fig. S5b). Although we did not detect a global correlation in intronic APA regulation between U1 inhibition or Paf1 knockdown and LTP activation, there were modest correlations between these conditions for PAS regulation in the first intron (r = 0.21 and 0.31 for Paf1 knockdown vs. LTP and for U1 inhibition vs. LTP, respectively, Pearson correlation, Fig. S5d and Fig. S5e). This result suggests that PASs in the first intron, as in the case of *Creb1*, might be regulated by U1 and/or PAF mechanisms in cells activated for LTP. Future studies need to determine mechanistic details concerning these potential connections.

Intriguingly, we also found from our previous data that knockdown of PABPN1 expression by siRNA (siPABPN1) in C2C12 cells substantially upregulated the expression of the intronic APA isoform of *Creb1* by 16-fold in C2C12 cells^15^. Because of PABPN1′s role in nuclear RNA surveillance^15,73^, it is possible that the intronic PAS isoform of *Creb1* is rapidly degraded after usage. This further supports the model that intronic polyadenylation of *Creb1* serves to inhibit the expression of full-length isoform. Moreover, similar to U1 inhibition and Paf1 knockdown, regulation of PASs in the first introns of genes by LTP was modestly correlated with those by siPABPN1 (r = 0.34, Pearson correlation, Fig. S5f), suggesting a general pattern similar to that of the intronic PAS of *Creb1*.

### Functional implications

APA generates mRNA isoforms with different 3′UTR lengths and/or coding sequences. mRNA isoforms resulting from LTP induction may localize to distinct subcellular compartments, and produce different protein levels^23,28,74^. The functional consequences of 3′UTR-APA events emerge from differences in cis-regulatory elements contained within the alternative 3′UTRs, including motifs recognized by miRNAs and RBPs. Shorter 3′UTR isoforms can escape miRNA-mediated destabilization and translation repression through the loss of miRNA binding sites, a strategy that is used to achieve both cell type specificity and correct developmental timing^75–77^. Indeed, we found that genes with lengthened 3′UTRs tended to be downregulated, implying a role for 3′UTR in gene regulation during hippocampal plasticity. A case in point is the *Notch1* gene, which plays important roles in LTP and whose 3′UTR shortening removes a target site of miR-384–5p, an important miRNA for LTP maintenance^47–49^. Future studies are needed to examine the detailed mechanisms and consequences behind APA of *Notch1* and explore other similar cases.

Intronic APA events can impact protein functions by generating alternative C-termini. For example, intronic APA was previously shown to affect the molecular functions of *Homer1*, a gene that undergoes differential APA 3 hr post LTP induction. Our data is consistent with this finding (Fig. S5). The shorter *Homer1* CDS isoform that is inducible by neuronal activity acts in dominant negative fashion to inhibit the function of the full-length *Homer1* isoform^43^ by preventing dimerization. Here we revealed significant regulation of intronic APA in *Creb1*, which plays a key role in LTP^78^. Activation of intronic PAS of *Creb1* leads to a significantly truncated transcript that is likely to be rapidly degraded (see above). This mechanism may function to limit *Creb1*’s function in gene activation during LTP. Notably, activation of PAS in the first intron, as in the case of *Creb1*, is a widespread phenomenon during LTP. Further proteomic studies will provide insights into whether there is a surge of short peptides during LTP induction as a result of intronic APA activation, and, if so, whether they play functional roles in learning and memory.

## Methods

### Preparation of hippocampal acute slices

Hippocampal slices were prepared from isoflurane-anesthetized 2–3 month old male C57BL/6 mice (Charles River, Wilmington, MA, USA). Hippocampi were quickly isolated on ice, and 400-micron thick transverse slices were cut using a manual tissue chopper. The dentate gyrus was trimmed with a single incision, and the slices were placed in interface chambers at 30 °C to recover for 2 hr with continuous ACSF perfusion. From a single animal we collected ~10 hippocampal slices. Half of the mini-slices were used for cLTP induction and the remaining treated with a DMSO vehicle solution as time-matched controls. cLTP was induced by perfusing ACSF containing 50 uM forskolin for 5 min followed by 5 min of 50 uM forskolin, 30 mM KCl and 10 mM Ca^2+^ ACSF. Control slices were treated in parallel with ACSF containing 0.2% DMSO for 10 min. Slices were collected 1 hr or 3 hr post stimulation by freezing in dry ice. Use of mice in this study followed the recommendations of and protocol approved by the UCLA Institutional Animal Care and Use Committee. To validate successful LTP induction, we monitored expression of candidate transcripts by qPCR, and prepared sequencing libraries from samples that exhibited LTP-induced upregulation of *Arc* mRNA and increases in *Homer1* short isoform and unaltered concentrations of *Homer1* long isoform and *Hprt*. We obtained triplicates for all controls and cLTP samples for 3′READS+, RNA-seq and PAS-seq experiments.

### RNA extraction and RT-qPCR

To extract RNA, frozen slices were homogenized using a pestle in TRIzol for 5 min. 200 uL of chloroform per 1 mL of TRIzol were added to the homogenate and after centrifugation the top aqueous phase was collected. To precipitate and elute total RNA containing both mRNA and small RNAs we then used the Qiagen microRNeasy kit. We obtained ~2.5 ug of total RNA from 5 hippocampal slices. For RT-qPCRs we used 200 ng of total RNA and performed reverse transcription with random hexamers and SuperScript III in a total volume of 20 uL. The cDNA was then quantified by qPCR using SYBR green (primer sequences available upon request). The mRNA levels of *Hprt* were used as internal controls since its expression is activity-independent^79^.

### RNA-seq and Differential Expression Analysis

Three biological replicates of each condition (control and LTP-induced) at two different time-points (1 hr and 3 hr) after LTP were collected. For each replicate, hippocampal slices from the same animal were used to generate both LTP-induced samples and matched controls. The minimum RIN of all samples was 7.5, as determined by the 4200 Tapestation Instrument (Agilent). All RNA-seq libraries were prepared using the TruSeq Stranded Total RNA sample prep kit with Ribo-Zero according to manufacturer’s specified protocol (Illumina). Samples were multiplexed and sequenced across multiple HiSeq 2500 high-output lanes using 100 bp paired-end reads to achieve a minimum depth of ~75 M reads per sample. Transcriptome alignment was performed using STAR v. 2.4.1c^80^ with default settings, and GRCm38/mm10 (Data statistics, Table S2). Raw counts were quantified using R GenomicFeatures and GenomicAlignments and RSamtools packages^81^. Differential expression analysis was performed for each time-point separately in DESeq^82^. We excluded outlier samples, as determined by sample clustering (Fig. S1b). We applied an FDR cutoff of <0.1 and fold change >1.2 as the threshold for significance. GO analysis was carried out based on Fisher’s exact test.

### 3′READS+ and its analysis

The 3′ region extraction and deep sequencing (3′READS+) method was previously described in^44^. Briefly, 1 μg of input RNA was used for each sample, and poly(A) + RNA was selected using oligo d(T)25 magnetic beads (NEB), followed by on-bead fragmentation using RNase III (NEB). Poly(A) + RNA fragments were then selected using a chimeric oligo containing 15 regular dTs and five locked nucleic acid dTs conjugated on streptavidin beads, followed by RNase H (NEB) digestion. Eluted RNA fragments were ligated with 5′ and 3′ adapters, followed by RT and PCR (15x) to obtain cDNA libraries for sequencing on the Illumina platform. Processing of 3′READS+ data was carried out as previously described^12^. Briefly, reads were mapped to the mouse genome using bowtie 2^83^. Reads with ≥2 unaligned Ts at the 5′ end were used to identify PASs. PASs located within 24 nt from each other were clustered together (Table S1).

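The list of PASs that the authors deposited holds 55813 distinct sites in 16627 genes. Each entry gives the gene symbol, the chromosome, the strand, the position of the PAS and a label for the region of the gene. Of the 56204 entries, 31279 carried the label exon3 and 3406 the label exon3ext. The label exon3 was taken to mean the 3′-most exon, and exon3ext the sequence downstream of it, since 3020 of the 3021 exon3ext entries in genes with an exon3 PAS lay downstream of the last exon3 PAS of their gene. Intronic labels were given to 15184 entries, 13408 as intron_Comp and 1776 as intron_Skip. A further 3995 entries were labelled UA. The name of the site carried the strand opposite to that of the gene in all 3856 UA entries whose gene had its other PASs on a single strand. The remaining labels were exon53 with 1217 entries, exonI with 712, exon53ext with 270 and exon5 with 141. Leaving out the UA entries, the list held 35650 pairs of neighbouring PASs of the same gene. Of these pairs, 8 lay 24 nt or less apart, the closest at 2 nt. The list is common to all libraries, and no limit on read number or relative abundance was applied to it here. Whether the authors had applied a limit before deposit was not examined. The read numbers behind the sites were not analysed here. The positions did not fall on GRCm38. Of the 28430 exon3 PASs whose gene symbol also occurs in the GENCODE annotation of that build, 10.8% lay within 5000 nt of the gene, and on 9 chromosomes at least 1 PAS lay beyond the last annotated gene.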

### APA analysis

Differential expression of APA isoforms are carried out with DEXSeq.^84^. Significant events were those with *p* < 0.05 and relative abundance difference >5%. Outlier samples were excluded as determined by sample clustering (Fig. S1a). Relative expression (RE) of two most abundant 3′UTR APA isoforms, e.g., proximal and distal PASs, was calculated by log2 (distal PAS/proximal PAS). 

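Over all region labels of the deposited list, 11152 genes (67.1%) had 2 or more PASs. Counting exon3 sites alone, 15075 genes had at least 1 PAS, and 7466 of these genes (49.5%) had 2 or more, the minimum needed for a proximal and a distal 3′UTR PAS. The 16203 pairs of neighbouring exon3 PASs lay a median of 259 nt apart, with the 25th percentile at 85 nt and the 75th percentile at 737 nt. Over the 7465 genes with 2 or more such PASs on a single chromosome, the outermost ones were a median of 817 nt apart. *Notch1* (Ensembl identifier ENSMUSG00000026923.15) is listed with 3 PASs, all labelled exon3, on the minus strand of chromosome 2. In the coordinates of the list, they lay at positions 26314774, 26314707 and 26313423 in the order of transcription. The first pair was 67 nt apart, and 1284 nt separated the second site from the last, so that the outermost sites were 1351 nt apart. Which sites of a gene are the most abundant depends on the read numbers of the libraries, which were not used here.

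**Figure D1:**
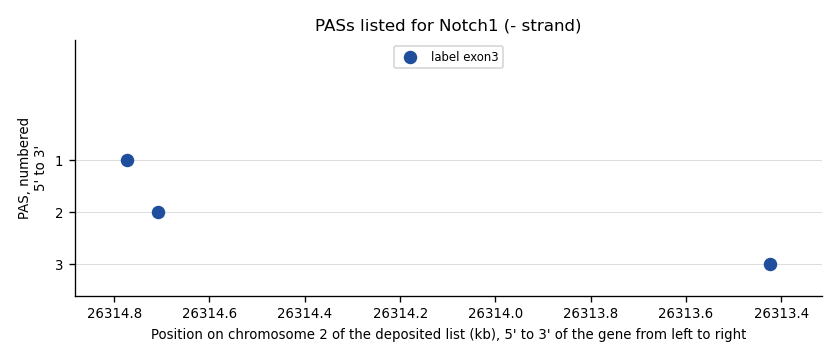
PASs listed for *Notch1* on chromosome 2. The x axis is the position in kb, drawn in the direction of transcription, and each point is 1 of the 3 PASs, numbered from 5′ to 3′ on the y axis, with PAS 3 lying 1284 nt downstream of PAS 2.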

Relative Expression Difference (RED) of two isoforms in two samples was based on difference in RE between the two isoforms in the two samples. For intronic APA analysis, RE was based on comparison of all intronic APA isoforms combined (intronic PAS set) with all 3′UTR PAS isoforms combined (3′UTR PAS set), and RED was also based on the two sets.

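An intronic PAS was listed for 5572 genes, or 33.5% of the genes in the list. Both an intronic PAS and an exon3 PAS were listed for 4861 genes, the genes whose labels allow an intronic set and a 3′UTR set. Which listed sites would remain in such sets after a limit on reads was not examined here. In genes with an exon3 PAS, 12953 of the 12993 entries with an intronic label lay upstream of the last exon3 PAS. Intronic entries made up 32.7% of the 46463 entries labelled as intronic or exon3, counting each listed site once for each gene, whatever its number of reads. The share was 27.0% when it was taken over all region labels. For *Creb1* (Ensembl identifier ENSMUSG00000025958.14), on the plus strand of chromosome 1, a single PAS with an intronic label, intron_Comp, is listed at position 64580255 in the coordinates of the list. Also listed are 5 PASs labelled exon3, at 64648057, 64649434, 64649544, 64649884 and 64651122. The intronic PAS was 67802 nt upstream of the first of these, while the exon3 PASs themselves spanned 3065 nt.

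**Figure D2:**
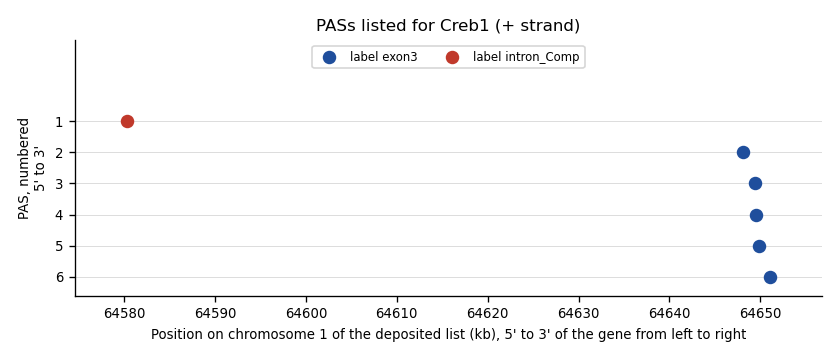
PASs listed for *Creb1* on chromosome 1. The x axis is the position in kb, each point is 1 of the 6 PASs, numbered from 5′ to 3′ on the y axis, and the colour gives the region label, with the intronic PAS 67802 nt upstream of the first exon3 PAS.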

The weighted mean of 3′UTR size for each gene was based on 3′UTR sizes of all APA isoforms, weighted by the expression level of each isoform based on the number of PAS-containing reads.

### Analysis of introns

The intron location was based on the RefSeq database, considering all RefSeq-supported splicing isoforms. Introns were divided into five groups; first, second, last, second last and middle (contains all the introns between +2 and −2). Only genes with at least four introns were analyzed. Relative expression was calculated by intronic PAS read number divided by that of 3′UTR PASs of the same gene.

### Data access

The sequencing data from this study has been submitted to the NCBI Gene Expression Omnibus under SuperSeries accession number GSE84644 (RNA-seq, GSE84503; 3′READS+, GSE84643). RNA-seq and 3′READS data can also be accessed through a web based expression browser at https://coppolalab.ucla.edu/gclabapps/3readsbrowser/home.

Reviewer link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=efmjesqabfetlef&acc=GSE84644.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Activity-Dependent Regulation of Alternative Cleavage and Polyadenylation During Hippocampal Long-Term Potentiation
**Source:** Sci Rep. 2017 Dec 12;7:17377. doi: 10.1038/s41598-017-17407-w
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Activity-Dependent Regulation of Alternative Cleavage and Polyadenylation During Hippocampal Long-Term Potentiation**

Mariana M. Fontes<sup>1,2,#</sup>, Aysegul Guvenek<sup>3,#</sup>, Riki Kawaguchi<sup>4</sup>, Dinghai Zheng<sup>3</sup>, Alden Huang<sup>4</sup>, Victoria M. Ho<sup>1,5</sup>, Patrick B. Chen<sup>1,5</sup>, Xiaochuan Liu<sup>3</sup>, Thomas J. O'Dell<sup>6</sup>, Giovanni Coppola<sup>4</sup>, \*Bin Tian<sup>3</sup> & \*Kelsey C. Martin<sup>1,4</sup>

<sup>#</sup>These authors contributed equally to this work.

## Supplementary Tables

**Table S1. Statistics of 3'READS data.**

| Treatment | Time | Replicate | Total Reads | Mapped Reads | PASS       | PASS % | Genic Reads read #>2, relative abundance>=5% | Genic # of PAS | # of mRNA Genes | # of lncRNA Genes |
|-----------|------|-----------|-------------|--------------|------------|--------|----------------------------------------------|----------------|-----------------|-------------------|
| Ctrl      | 1 hr | 1         | 34,848,574  | 27,725,785   | 16,160,999 | 58.29  | 13,296,101                                   | 26,172         | 13,825          | 312               |
| Ctrl      | 1 hr | 2         | 37,893,332  | 28,830,344   | 15,754,344 | 54.65  | 12,954,097                                   | 25,885         | 13,731          | 313               |
| Ctrl      | 1 hr | 3         | 35,724,383  | 27,301,906   | 14,910,311 | 54.61  | 12,127,640                                   | 25,585         | 13,660          | 316               |
| Ctrl      | 3 hr | 1         | 34,336,951  | 27,021,000   | 14,533,107 | 53.78  | 11,978,476                                   | 25,760         | 13,705          | 300               |
| Ctrl      | 3 hr | 2         | 30,955,479  | 24,040,417   | 13,025,963 | 54.18  | 10,777,384                                   | 24,984         | 13,481          | 294               |
| Ctrl      | 3 hr | 3         | 24,257,204  | 20,137,227   | 13,329,374 | 66.19  | 10,713,874                                   | 26,684         | 13,863          | 330               |
| LTP       | 1 hr | 1         | 34,415,120  | 26,444,088   | 15,056,295 | 56.94  | 12,431,953                                   | 26,083         | 13,737          | 304               |
| LTP       | 1 hr | 2         | 35,384,159  | 27,504,487   | 15,041,935 | 54.69  | 12,353,179                                   | 25,844         | 13,727          | 314               |
| LTP       | 1 hr | 3         | 33,241,470  | 23,641,517   | 12,027,623 | 50.88  | 9,792,437                                    | 24,908         | 13,445          | 306               |
| LTP       | 3 hr | 1         | 35,690,878  | 28,110,280   | 15,491,954 | 55.11  | 12,627,502                                   | 26,508         | 13,886          | 299               |
| LTP       | 3 hr | 2         | 32,684,202  | 25,946,636   | 14,309,010 | 55.15  | 11,822,957                                   | 25,807         | 13,656          | 304               |
| LTP       | 3 hr | 3         | 34,750,310  | 27,646,273   | 16,144,649 | 58.40  | 13,103,896                                   | 26,916         | 13,886          | 308               |

Poly(A) site-supporting (PASS) reads are those containing at least 2 non-genomic As at the 3'end.

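Table S1 follows the reads of each 3′READS library through the authors' processing. PASS reads are the mapped reads whose end carries As that are not in the genome, which mark a poly(A) tail, and their share is given relative to the mapped reads. The genic columns count the reads, PASs and genes left after the limits on read number and relative abundance named in the heading of the table. In the paper's values for the 12 libraries, the PASS reads ranged from 12027623 to 16160999 with a median of 14976123, and the genic reads from 9792437 to 13296101 with a median of 12240410. Also in the paper's values, the 3 hr control library numbered 3 had the lowest total, 24257204 reads. It had the highest share of PASS reads, 66.2%, against 50.9% to 58.4% in the other libraries. This is the 3′READS library that the paper excluded as an outlier (Fig. S1a). Without it, the medians of the paper's values were 15041935 PASS reads and 12353179 genic reads. The deposited list, which covers the libraries together and was not filtered here, holds 55813 sites, against 24908 to 26916 genic PASs per library in the paper's table.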

**Table S2. Statistics of RNA-seq data.**

| Treatment | Time | Replicate | Total Reads | Uniquely mapped Reads | Mapped reads % |
|-----------|------|-----------|-------------|-----------------------|----------------|
| Ctrl      | 1 hr | 1         | 74,798,155  | 62,727,464            | 83.8           |
| Ctrl      | 1 hr | 2         | 102,624,047 | 84,770,513            | 82.6           |
| Ctrl      | 1 hr | 3         | 79,008,105  | 66,650,143            | 84.3           |
| Ctrl      | 3 hr | 1         | 88,073,394  | 74,098,617            | 84.1           |
| Ctrl      | 3 hr | 2         | 90,060,999  | 75,888,083            | 84.2           |
| Ctrl      | 3 hr | 3         | 102,083,620 | 83,818,708            | 82.1           |
| LTP       | 1 hr | 1         | 83,145,392  | 69,797,724            | 83.9           |
| LTP       | 1 hr | 2         | 77,250,609  | 64,010,343            | 82.8           |
| LTP       | 1 hr | 3         | 81,487,345  | 68,440,528            | 83.9           |
| LTP       | 3 hr | 1         | 89,125,216  | 75,920,310            | 85.1           |
| LTP       | 3 hr | 2         | 86,950,262  | 72,304,399            | 83.1           |
| LTP       | 3 hr | 3         | 94,701,352  | 77,544,850            | 81.8           |

**Table S3. GO terms enriched for genes with shortened or lengthened 3'UTRs 3 hr post LTP.**

| GO Term                                                   | Category | $-\log_{10} P$ |
|-----------------------------------------------------------|----------|----------------|
| <b>Enriched for 3'UTR shortened Genes, 3 hr post LTP</b>  |          |                |
| ossification                                              | BP       | 5.4            |
| negative regulation of photoreceptor cell differentiation | BP       | 4.7            |
| regulation of gliogenesis                                 | BP       | 4.4            |
| positive regulation of smooth muscle cell proliferation   | BP       | 4.4            |
| hair follicle maturation                                  | BP       | 4.3            |
| nuclear lumen                                             | CC       | 5.6            |
| nuclear body                                              | CC       | 3.3            |
| <b>Enriched for 3'UTR lengthened Genes, 3 hr post LTP</b> |          |                |
| negative regulation of lipid catabolic process            | BP       | 2.4            |
| cellular response to extracellular stimulus               | BP       | 2.4            |
| establishment of mitotic spindle localization             | BP       | 2.3            |
| response to activity                                      | BP       | 2.3            |
| energy homeostasis                                        | BP       | 2.1            |
| membrane-bounded organelle                                | CC       | 2.2            |
| nuclear periphery                                         | CC       | 2.0            |

BP, biological process; CC, cellular component.  $P$  is based on the Fisher's exact test.

**Table S4. GO terms enriched for genes with activated or repressed intronic PAS 3 hr post LTP.**

| GO term                                                              | Category | $-\log_{10} P$ |
|----------------------------------------------------------------------|----------|----------------|
| <b>Enriched for genes with activated intronic PAS, 3 hr post LTP</b> |          |                |
| chaperone cofactor-dependent protein refolding                       | BP       | 3.6            |
| neurotrophin signaling pathway                                       | BP       | 3.2            |
| lung saccule development                                             | BP       | 3.0            |
| cellular response to hepatocyte growth factor stimulus               | BP       | 2.7            |
| transcription initiation from RNA polymerase II promoter             | BP       | 2.7            |
| intracellular non-membrane-bounded organelle                         | CC       | 3.4            |
| nucleoplasm                                                          | CC       | 2.8            |
| <b>Enriched for genes with repressed intronic PAS, 3 hr post LTP</b> |          |                |
| negative regulation of inflammatory response to antigenic stimulus   | BP       | 3.6            |
| ephrin receptor signaling pathway                                    | BP       | 2.8            |
| myeloid leukocyte differentiation                                    | BP       | 2.7            |
| cell-substrate junction assembly                                     | BP       | 2.3            |
| protein targeting                                                    | BP       | 2.1            |
| signal recognition particle receptor complex                         | CC       | 2.5            |
| laminin-3 complex                                                    | CC       | 2.3            |

BP, biological process; CC, cellular component.  $P$  is based on the Fisher's exact test.

**Figure S1**

**a** **b**

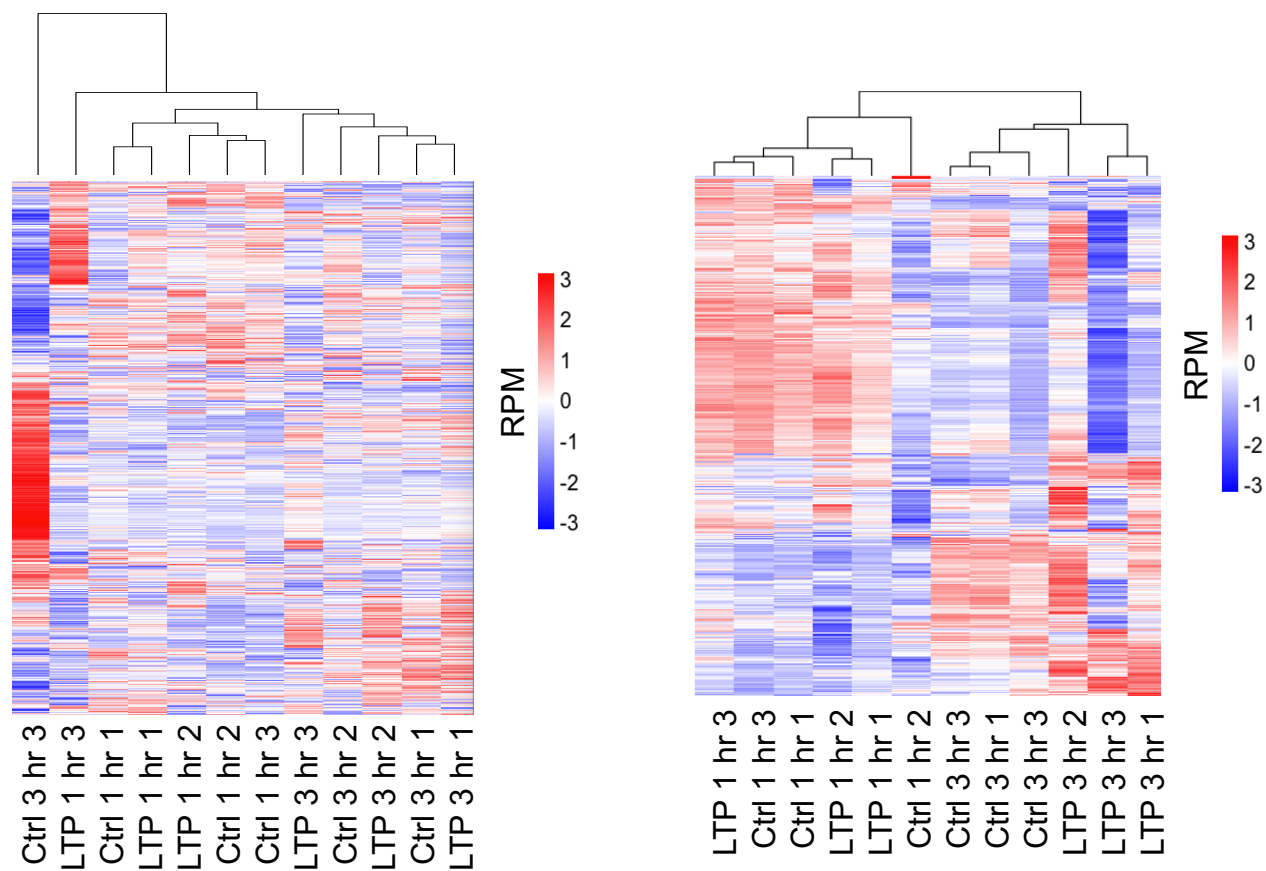

**Figure S1. Clustering analysis of LTP and control samples.** (a) RPM values (log2) of top 10,000 PASs were used. Control 3 hr sample #3 was identified as an outlier. (b) RPM values (log2) of top 2,000 genes were used. Control 1 hr sample #2 was identified as outliers.

**Figure S2**

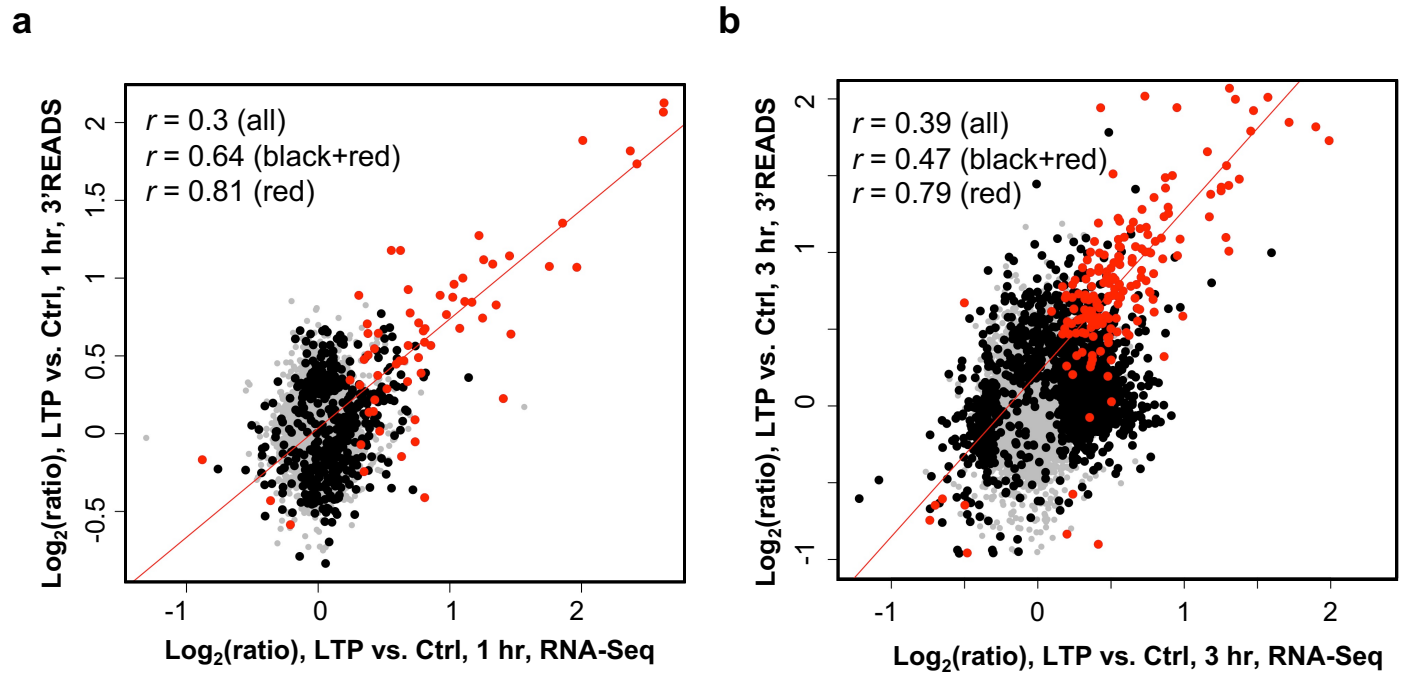

**Figure S2. Correlation of gene expression between RNA-Seq and 3'READS in 1 hr (a) and 3 hr (b) samples.** Number of genes analyzed is 9,746 or 9,998 for 1 hr or 3 hr sample, respectively. Each dot is a gene and red dots are genes that are commonly regulated in both datasets, black dots are genes that are significantly regulated in one of the datasets, and gray dots are genes not regulated in either dataset.

**Figure S3**

**a**

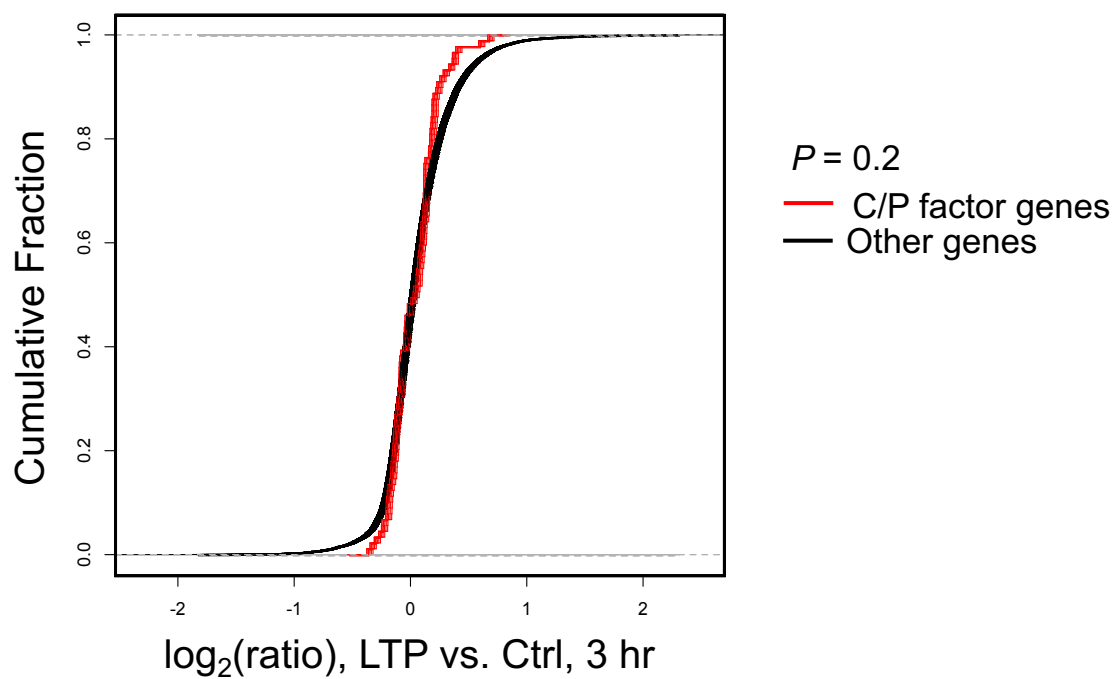

**b**

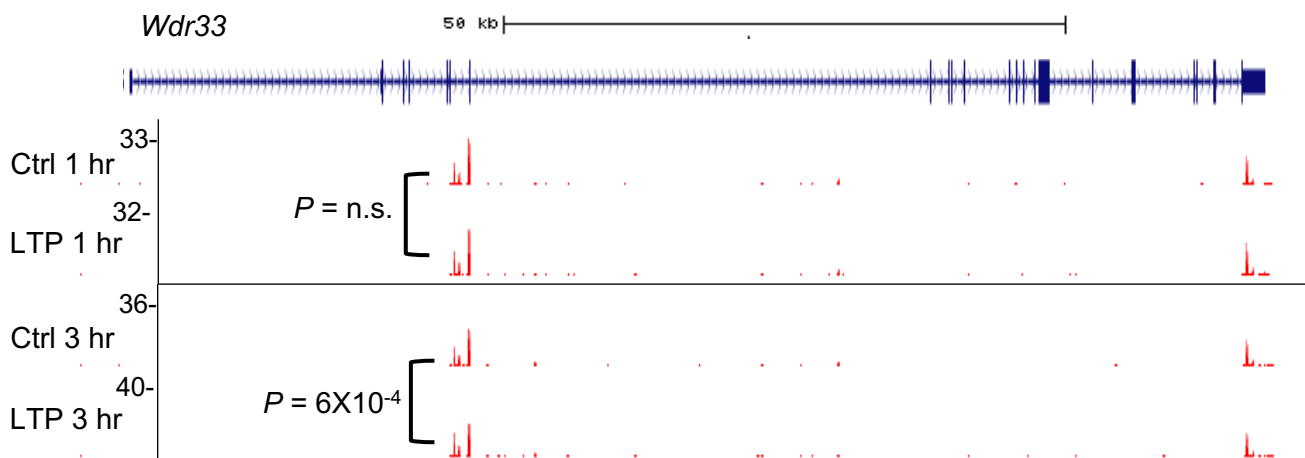

**Figure S3. Regulation of C/P factors genes.** (a)  $\log_2(\text{ratio})$ (LTP vs. Ctrl) of C/P factor genes and other genes, red curve is 89 C/P factor genes in 3 hr post LTP sample and black curve is other genes in 3 hr post LTP. (b) Intronic APA regulation of *Wdr33*.  $P$ -values were based on DEXSeq, and read numbers are indicated. See Figure 2h for details about the figure format.

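*Wdr33* encodes a subunit of the C/P machinery. The deposited list holds 8 PASs for this gene (Ensembl identifier ENSMUSG00000024400.16) on the plus strand of chromosome 18. In the coordinates of the list, PASs labelled intron_Comp lay at 31993742 and 31994174, 432 nt apart. Another PAS, 910 nt further downstream at 31995084, carried the label exonI. The next PAS lay 71826 nt downstream of it and was the first of 4 exon3 PASs, at 32066910, 32066951, 32067026 and 32067626. The last PAS, at 32071132, was labelled exon3ext and lay 3506 nt beyond the last exon3 PAS. The reads at these sites, and so their regulation after LTP, were not analysed here.

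**Figure D3:**
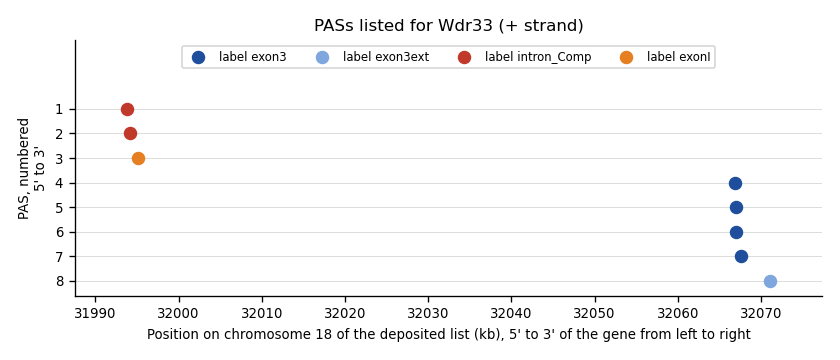
PASs listed for *Wdr33* on chromosome 18. The x axis is the position in kb, each point is 1 of the 8 PASs, numbered from 5′ to 3′ on the y axis, and the colour gives the region label, with PAS 4 lying 71826 nt downstream of PAS 3.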

**Figure S4**

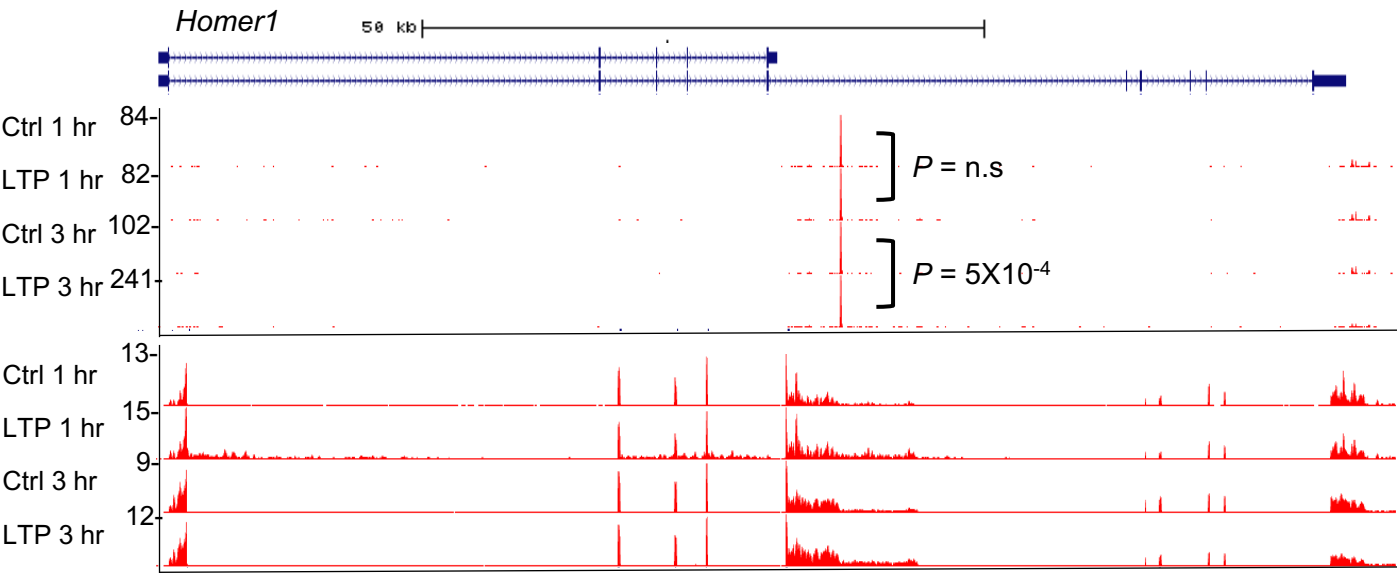

**Figure S4. UCSC genome browser view of *Homer1*.** *Homer1* is a gene with activated intronic PAS. Gene structure is on top and PAS peaks are shown in tracks. The top four tracks are 3'READS data and the bottom four are RNA-Seq data. *P*-values by DEXSeq are indicated for intronic PAS. Reads are based on combined samples.

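*Homer1* encodes a scaffold protein of the postsynaptic density. The deposited list holds 5 PASs for this gene (Ensembl identifier ENSMUSG00000007617.18), all on the plus strand of chromosome 13. A single PAS had an intronic label, intron_Comp, and lay at position 94130415 in the coordinates of the list. It was 43225 nt upstream of the first of the 2 exon3 PASs, which were at 94173640 and 94173963, 323 nt apart. PASs labelled exon3ext followed at 94175082, 1119 nt beyond the last exon3 PAS, and at 94182915, another 7833 nt downstream. The reads at these PASs in the LTP and control libraries were not analysed here.

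**Figure D4:**
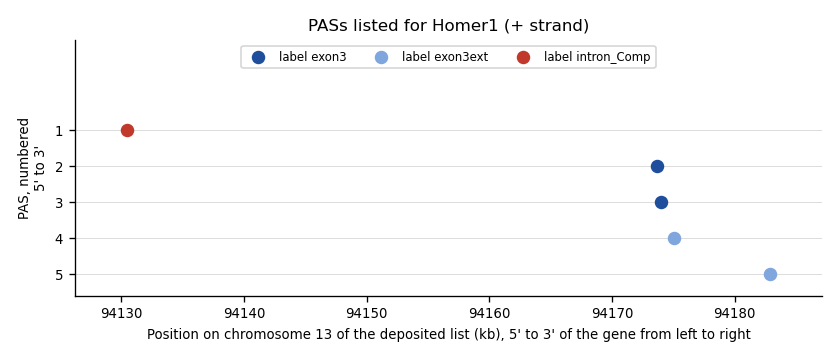
PASs listed for *Homer1* on chromosome 13. The x axis is the position in kb, each point is 1 of the 5 PASs, numbered from 5′ to 3′ on the y axis, and the colour gives the region label, with the intronic PAS 43225 nt upstream of the first exon3 PAS.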

**Figure S5**

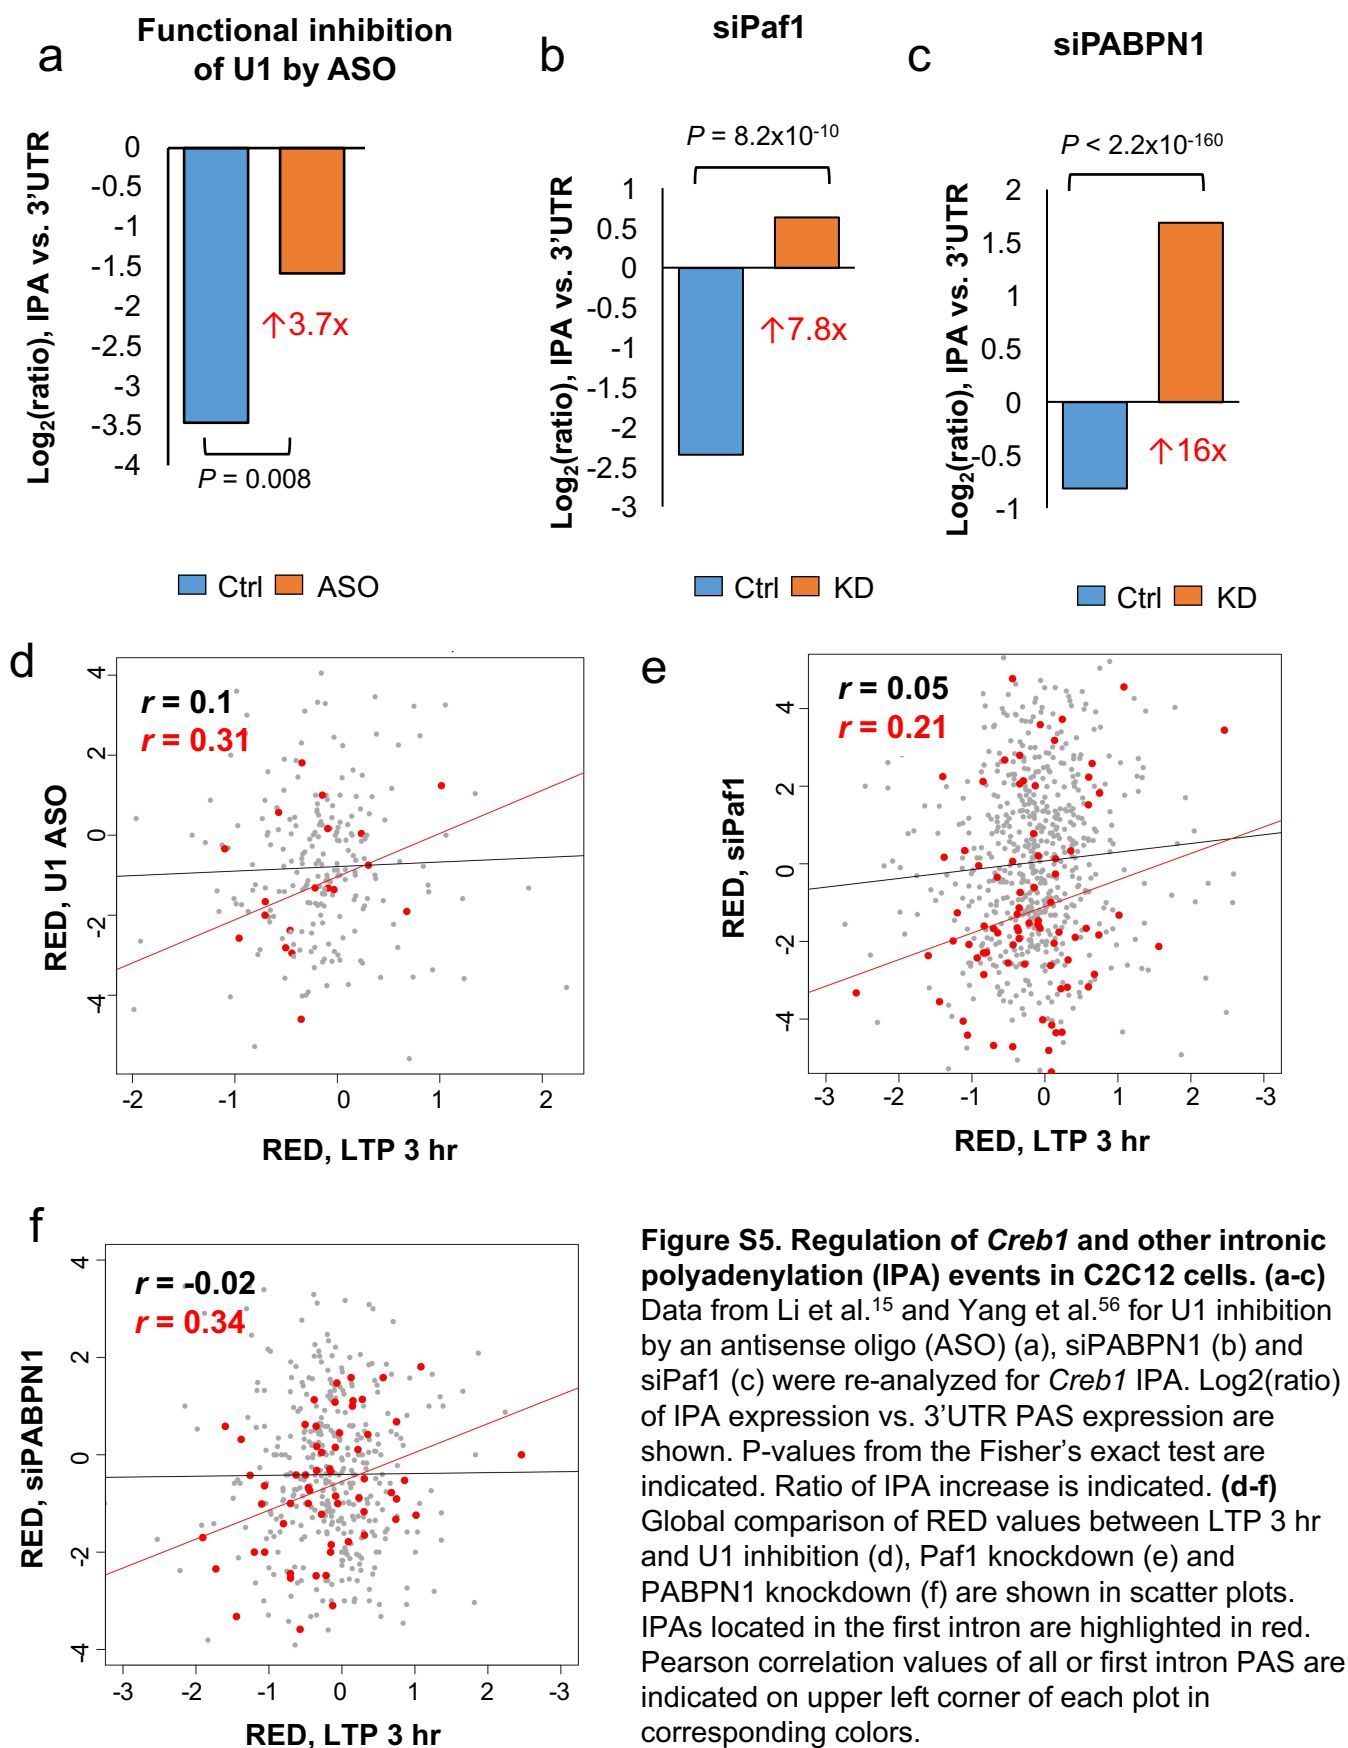

**Figure S5. Regulation of *Creb1* and other intronic polyadenylation (IPA) events in C2C12 cells.** (a-c) Data from Li et al.<sup>15</sup> and Yang et al.<sup>56</sup> for U1 inhibition by an antisense oligo (ASO) (a), siPABPN1 (b) and siPaf1 (c) were re-analyzed for *Creb1* IPA. Log<sub>2</sub>(ratio) of IPA expression vs. 3'UTR PAS expression are shown. P-values from the Fisher's exact test are indicated. Ratio of IPA increase is indicated. (d-f) Global comparison of RED values between LTP 3 hr and U1 inhibition (d), Paf1 knockdown (e) and PABPN1 knockdown (f) are shown in scatter plots. IPAs located in the first intron are highlighted in red. Pearson correlation values of all or first intron PAS are indicated on upper left corner of each plot in corresponding colors.

How the deposited data were processed for this re-analysis (not part of the article)

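The study sequenced the 3′ ends of transcripts (3′READS+) from acute hippocampal mini-slices of mice in 12 libraries. Slices in which chemical LTP was induced and control slices were collected 1 hr or 3 hr later, with 3 replicates in each of the 4 groups. The authors mapped the reads with bowtie 2, used reads with unaligned Ts at the 5′ end to identify PASs, and clustered PASs within 24 nt of each other. The paper's text does not name the genome build for this assay. The deposited table is one list of PASs for all libraries, with the gene symbol, chromosome, strand, position and region label of each site, followed by columns of read counts named with a letter and a number.

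Only the description of the sites was used. The names of the 12 columns of read counts match none of the labels of the samples and none of the library names in the paper, and a column was to be given to a sample only by its name. The 12 columns were therefore left out, and the comparisons between LTP and control slices that had been planned before the data were examined were not run. The totals of these columns were seen when the table was first examined. They lay close to the genic reads of the paper's Table S1, in the row order of that table. The rule did not allow a match by value or by column order, so the totals were not used. This limit comes from the rule of matching by name and not from the read counts themselves. No replicate errors and no tests between groups are given. The depth per library is given only as the paper's own values in Table S1.

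From the list, the number of sites, of genes and of sites per gene, the number with each region label, and the distances between neighbouring sites of a gene were computed with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and maps were drawn with matplotlib 3.10.9. A site was counted once for each gene under which it is listed, except where distinct sites are named. The distances between sites, the number of genes with several PASs and the intronic share were tested on simulated data with known answers. The simulated sites all lay on the plus strand, and the other counts were not tested in this way. Intronic sites are those whose label begins with intron, and 3′UTR sites those labelled exon3. The paper's text does not define the labels, and their meaning was taken from their names and from the order and strand of the positions. The alternatives added sites with other labels to the comparison, left out sites labelled UA or left out sites listed under more than 1 gene. A 95% Wilson interval from scipy 1.17.1 served to judge whether an alternative moved a share. It covers counting error only.

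Gene names are those of the list. Of its 16627 symbols, 15012 matched a symbol of the Ensembl gene names, 1510 others matched only a symbol or synonym of the RefSeq genes, and 105 matched neither. Since the positions of the list did not fall on GRCm38, the build of the annotation used, no exon, intron or UTR coordinates were taken from it and none were converted. The sequence around the sites was not analysed here. The genes described singly, *Notch1*, *Creb1*, *Homer1* and *Wdr33*, are the APA examples among the genes the paper names. The rule for named genes also covered induction and reference genes, the genes of the paper's Table 1 and genes chosen by test results, which need read numbers and are not reported.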

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

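The alternatives chosen in advance for the comparisons of LTP and control libraries were not run, because each of them needs the read numbers of labelled libraries. They were other limits on reads, relative abundance, effect size and adjusted p, another count test and normalization, a pseudocount, pooled reads, equal depth, other choices of the PAS pair and of the 3′UTR size groups, the library the paper excluded, each library left out in turn and pairing by replicate number. No paired analysis was possible because the columns of read counts carry no replicate numbers that match the labels of the samples, and columns were given to samples by name alone. The alternatives below concern the list of sites and were chosen after seeing the data.

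The number of genes with 2 or more PASs was 11152 over all region labels, 10666 without sites labelled UA and 11034 without sites listed under more than 1 gene. As a share of the genes left in the list under each setting, this was 67.1%, 64.4% and 66.9%, and leaving out the sites labelled UA moved the share. The number of genes with 2 or more exon3 PASs was 7466, rose to 8257 when sites labelled exon3ext were added and was 7402 without sites listed under more than 1 gene. The list held 16627 genes, and 16554 without the sites labelled UA. The intronic share moved by more than its counting error, from 32.7% to 30.4% when exon3ext sites were counted with the 3′UTR sites and to 27.0% over all region labels, since both settings only add sites that are not intronic. It was 32.7% without sites listed under more than 1 gene. The share of exon3 sites among the intronic and exon3 sites was 67.3%, against 55.7% over all region labels and 69.6% with exon3ext sites added. The exon3 share thus moved with both of these alternatives, in directions fixed by which labels were added. Its values of 67.3% and 69.6% are the remainders of the intronic shares of 32.7% and 30.4%, and so no separate result. All of these values count sites and not reads, so a site with few reads weighs as much as any other.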

Differences from the paper's values

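The deposited list, common to all libraries and not filtered here, holds 55813 distinct PASs, where the paper's text gives 24908. The paper's number equals the genic PASs left after its limits in 1 library, the 1 hr LTP library numbered 3. The counts are therefore not of the same kind. Counting entries in place of distinct sites gave 56204. Intronic sites made up 32.7% of the listed intronic and exon3 sites, where the paper's value is about 12% of its APA sites. The share was 30.4% with exon3ext sites added, 27.0% over all region labels and 32.7% without sites listed under more than 1 gene. These settings were chosen after seeing the values. None of those for the intronic share closed its gap, and none could have. Adding other labels cannot bring the share below 27.0%, its value over all region labels. Sites listed under more than 1 gene are only 0.475% of the listed PASs. Limits on reads were not tried, so the gap cannot be judged from these settings. Counting entries cannot give fewer sites than counting distinct ones, so it could not have closed the gap in the number of PASs. None of the alternatives set before the data were examined was run. Over all region labels, 67.1% of the listed genes had 2 or more PASs. Without sites labelled UA, 64.4% of the genes left had 2 or more. The paper states a lower share for the protein-coding genes it detected. Genes were not separated by type here. Counting exon3 sites alone, 49.5% of the genes with at least 1 such site had 2 or more, near the paper's share. The paper does not limit its share to 3′UTR sites. Sites labelled exon3 made up 67.3% of the intronic and exon3 sites and 55.7% of all entries. With exon3ext sites added, the share was 69.6% of the intronic and 3′UTR sites. The paper's value for PASs in the 3′UTR of the 3′-most exon is above 85%. The values of 67.3% and 69.6% are the remainders of the intronic shares of 32.7% and 30.4%. They are therefore not a difference separate from the intronic one. The limits on read number and relative abundance named in the paper's Table S1 were not applied to the list here.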

Other observations

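The numbers of PASs and genes in the paper's text equal the smallest per-library values of its own Table S1. In the paper's table, the 1 hr LTP library numbered 3 has 24908 genic PASs and 13445 mRNA genes, the lowest of the 12 libraries in both columns, and the 3 hr control library numbered 2 has 294 lncRNA genes, the lowest in that column.

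Of the 55813 listed PASs, 265 (0.475%) stand under more than 1 gene, in 656 entries, and 252 of them under exactly 2 genes. The sites listed under the most genes, chosen after their values were seen, are on chromosome 18, where 4 PASs at positions 38001413, 38001470, 38001527 and 38001612 are each listed under the same 23 protocadherin genes, and another at 38000979 under 20. A further PAS on chromosome 18, at 37347315, is listed under 14 protocadherin alpha genes, and 1 PAS on chromosome 1, at 90115573, under 8 Ugt1a genes. The positions are in the coordinates of the list. How reads at such a site are entered under each gene was not analysed here, and no biological explanation was tested. None of the PASs of *Notch1*, *Creb1*, *Homer1* and *Wdr33* is listed under more than 1 gene.

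The gene with the most listed PASs, also chosen after its values were seen, is *Prkcc*, with 40 sites, against a median of 2 per gene. The read numbers at these sites were not analysed here.

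In *Wdr33*, for which the paper shows intronic APA (Fig. S3b), the list gives an intronic label to 2 of the 3 sites upstream of the exon3 sites and the label exonI to the other, at 31995084. A set formed from intronic labels alone leaves that site out.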
